# Expression profiling on soybean leaves reveals integration of ER- and osmotic-stress pathways

**DOI:** 10.1186/1471-2164-8-431

**Published:** 2007-11-23

**Authors:** André ST Irsigler, Maximiller DL Costa, Ping Zhang, Pedro AB Reis, Ralph E Dewey, Rebecca S Boston, Elizabeth PB Fontes

## Abstract

**Background:**

Despite the potential of the endoplasmic reticulum (ER) stress response to accommodate adaptive pathways, its integration with other environmental-induced responses is poorly understood in plants. We have previously demonstrated that the ER-stress sensor binding protein (BiP) from soybean exhibits an unusual response to drought. The members of the soybean BiP gene family are differentially regulated by osmotic stress and soybean BiP confers tolerance to drought. While these results may reflect crosstalk between the osmotic and ER-stress signaling pathways, the lack of mutants, transcriptional response profiles to stresses and genome sequence information of this relevant crop has limited our attempts to identify integrated networks between osmotic and ER stress-induced adaptive responses. As a fundamental step towards this goal, we performed global expression profiling on soybean leaves exposed to polyethylene glycol treatment (osmotic stress) or to ER stress inducers.

**Results:**

The up-regulated stress-specific changes unmasked the major branches of the ER-stress response, which include enhancing protein folding and degradation in the ER, as well as specific osmotically regulated changes linked to cellular responses induced by dehydration. However, a small proportion (5.5%) of total up-regulated genes represented a shared response that seemed to integrate the two signaling pathways. These co-regulated genes were considered downstream targets based on similar induction kinetics and a synergistic response to the combination of osmotic- and ER-stress-inducing treatments. Genes in this integrated pathway with the strongest synergistic induction encoded proteins with diverse roles, such as plant-specific development and cell death (DCD) domain-containing proteins, an ubiquitin-associated (UBA) protein homolog and NAC domain-containing proteins. This integrated pathway diverged further from characterized specific branches of ER-stress as downstream targets were inversely regulated by osmotic stress.

**Conclusion:**

The present ER-stress- and osmotic-stress-induced transcriptional studies demonstrate a clear predominance of stimulus-specific positive changes over shared responses on soybean leaves. This scenario indicates that polyethylene glycol (PEG)-induced cellular dehydration and ER stress elicited very different up-regulated responses within a 10-h stress treatment regime. In addition to identifying ER-stress and osmotic-stress-specific responses in soybean (*Glycine max*), our global expression-profiling analyses provided a list of candidate regulatory components, which may integrate the osmotic-stress and ER-stress signaling pathways in plants.

## Background

Environmental stress conditions, such as water deficit, extremes of temperature and high-salinity, are major constraints for plant growth, crop productivity, and distribution. Different approaches to increase stress tolerance in plants have been undertaken, such as manipulating and reprogramming the expression of endogenous stress-related genes (for review see [1]). In general, strategies targeting expression of transcription factors and other regulatory genes have been effective by the consequent up-regulation of many downstream genes [2-5]. However, enhanced stress tolerance has also been achieved by changing the expression of a single downstream gene [6,7]. In this case, effective targets for engineering stress tolerance include genes involved in mechanisms that prevent intracellular stress build up, like the Na+/H+-antiporter gene [8], as well as those directly involved in cellular protection and repair, such as the antioxidant system and molecular chaperone genes [9-12]. The endoplasmic reticulum (ER) molecular chaperone Binding Protein (BiP), which provides cellular protection against ER stress in suspension cells and during seed germination, enhances tolerance to water dehydration when ectopically expressed in the model system tobacco [13]. Although the underlying mechanism for BiP-mediated increases in water-stress tolerance is not completely understood, the current knowledge of BiP function accommodates the argument that it may act in both mechanisms. In the first case, BiP would interact with downstream targets during water stress, in the second, it would activate transmembrane kinases that signal the ER stress [14-17].

As an ER-resident molecular chaperone, BiP has a major function to enable folding of newly synthesized secretory proteins by preventing misfolding or aggregation of folding intermediates [18-20]. In addition, BiP is involved in several other ER-associated cellular processes, such as protein co-translational translocation [21,22], modulation of calcium storage [23], ER-associated protein degradation [ERAD; [24,25]] and signaling ER stress by sensing alterations in the ER environment [14,26]. Any stress conditions that disrupt ER homeostasis and promote accumulation of unfolded proteins in the organelle trigger a cytoprotective signaling cascade that has been studied in detail in yeast and mammalian cells, and designated the unfolded protein response (UPR).

In yeast, ER stress is sensed by the luminal domain of the ER transmembrane protein kinase Ire1p, which, upon dimerization of the cytosolic domain and subsequent activation of its kinase and endonuclease domains, activates downstream events. The hallmark of this ER-stress response is the coordinated up-regulation of ER molecular chaperones leading to an increase in the ER protein processing capacity to prevent protein aggregation (for review see [20]). In mammals, the UPR is transduced by three distinct classes of ER transmembrane proteins: PERK, ATF6 and Ire1p homologues [27]. Upon activation, these proteins act in concert to trigger a transient attenuation of protein synthesis, degradation of misfolded proteins and up-regulation of ER folding functions.

The mammalian Ire1p homologues, designated Ireα and Ireβ, are structurally organized into a luminal-stress sensing domain, a transmembrane segment and cytosolic kinase/endonuclease domains [28]. The mammalian PERK is an eIF2-α kinase which inhibits protein translation in the early phase of the ER-stress response to maintain a proper balance between protein synthesis rate and ER processing capacity [29]. ATF6 is a transcription factor that under normal conditions is anchored to the ER membrane, with a C-terminal ER-stress sensing domain oriented to the ER lumen [30]. In response to ER stress, ATF6 is translocated to the Golgi, where it is specifically cleaved by S1P and S2P proteases to relieve its N-terminal transcription factor domain [31]. The cleaved ATF6 domain is targeted to the nucleus where it drives the coordinated up-regulation of a set of genes encoding ER chaperones and folding enzymes. The ER molecular chaperone BiP directly regulates the UPR by controlling the activation status of the three classes of transducers [14].

In plants, two Ire1p homologues have also been identified, but functional information is lacking and downstream components are yet to be identified [32]. Recently, an ER-stress induced leucine zipper (bZIP) transcription factor gene from Arabidopsis, designated *AtbZIP60*, has been shown to activate BiP and calnexin promoters through ER stress response element-like sequences [33]. AtbZIP60 is though to be anchored to the ER membrane under normal conditions but is released from the membrane upon sensing the ER stress by an unknown mechanism. The bZIP domain is translocated to the nucleus where activates the expression of molecular chaperones and its own expression. While the proposed initial trigger of AtbZIP60 activation by induced-conformational change resembles the mammalian ATF6 mechanism, its autoregulation is similar to that of XBP1 in mammalian cells.

Although little is known about the components of ER-stress signaling in plants, comprehensive genome-wide evaluations of the ER-stress-induced changes in gene expression have provided evidence that the major branches of the mammalian UPR are conserved in plants as well [34,35]. However, these transcriptional profiling analyses are restricted to the Arabidopsis model system and a global ER-stress response of crops remains to be determined. Likewise, genome-wide analyses and expression profiling studies in different plant species have revealed specific responses to wounding, drought, osmotic, cold and salt stresses, as well as the crosstalk between their signaling cascades, but these observations do not extend to include soybean responses [36-38]. Given the potential of BiP to regulate the UPR and the capacity of the BiP overexpressing plants to maintain leaf turgor under water deficit conditions [13,14], we reasoned that a genomic scale profile of the shared responses of ER and osmotic stresses would provide insights into the mechanism of BiP-mediated increases in osmotic balance under stress conditions. In addition to identifying ER-stress and osmotic-stress-specific responses in soybean (*Glycine max*), our global expression-profiling analyses provided a list of candidate regulatory components, which may integrate the osmotic-stress and ER-stress signaling pathways in plants.

## Results

Using microarray slides containing amplified fragments of 5,760 soybean cDNAs, we conducted a broad survey to identify genes whose expression is affected by osmotic and ER stresses. In addition we expected to uncover any overlap in expression patterns that reflected integration of both stress-mediated signaling pathways. Three-week-old soybean plants were treated with either the ER-stress inducers L-azetidine-2-carboxylic acid (AZC) or tunicamycin, or the osmotic-stress inducer polyethylene glycol (PEG, which led to a loss of water of around 60–70% in replicate plants). Within the microarray, we included, as positive controls, ER-stress induced molecular chaperone genes, such as the soybean BiP isoforms, *A*, *C *and *D *[39,40]. Targets in the microarray slides were allowed to hybridize with pairs of Cy3- and Cy5-labeled cDNA probes from the following pairs of treated plants: tunicamycin and DMSO control, AZC and water control, PEG and water control. Two biological replicates and two technical replicates (dye-swap) were used for each treatment. 

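The deposited data hold 12 hybridizations of leaf cDNA from soybean plants, 4 for each of the 3 treatments. Each compares treated with control RNA directly, from 2 biological replicates, each in both dye orientations. Tunicamycin (TUN), which blocks N-glycosylation of proteins in the ER, was given at 10 μg/ml for 24 h against DMSO. AZC, a proline analog that causes proteins to misfold, was given at 50 mM for 16 h, and PEG, which draws water out of the cells, at 10% (w/v) for 16 h, both against water. The files give, for 5760 spots, the intensity and local background of both channels as the scanner software wrote them, together with the authors' LOWESS-normalized log2 ratios. The median over spots of the signal over its local background was 3.47 to 13.4 in Cy3 and 3.15 to 11.2 in Cy5. In PEG replicate 2 with the treated RNA in Cy5, 44.7% of the Cy5 spots were above background, against 96.9 to 100% in each of the other hybridizations.

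Background was corrected by normexp with an offset of 50 and each array was normalized by loess. Spots that the scanner software had marked with 1 or 4, which number 25 to 979 per hybridization, were left out. The log2 ratios of treated over control were averaged over the dye-swap pair, since both hybridizations hold the same RNA, which gives 2 values per treatment. limma was then fitted to the 6 values of each clone, with the spread shared by the 3 treatments, and p-values were adjusted over all clones tested by the Benjamini-Hochberg method. A clone was called up or down at an adjusted p under 0.05. Across clones, the biological replicates correlated at r = 0.889 for AZC, 0.834 for PEG and 0.720 for TUN, although clones are not independent replicates. Rank correlations were lower, at 0.575 for AZC, 0.529 for PEG and 0.410 for TUN.

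The scanner files of PEG replicate 1 were used with the 2 hybridizations exchanged. Each of these files correlated across spots at 0.985 or more in size with the authors' ratios of the other hybridization and at 0.531 or less with those of its own, whereas the other 10 files correlated at 0.957 or more with their own. This pairing was chosen after these correlations had been seen. With the files as listed, limma called 0 clones for PEG (51 higher and 34 lower at an unadjusted p under 0.05). The platform's table names 253 of the spots. Of the 378 clones in the paper's Additional files 1 to 6, 42 are among the named spots, so that values below are given for these and for other named clones only.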

The diagram shown in Figure 1 provides an overview of the microarray data showing the relative distribution of expression changes as shared and stress-specific responses.

**Figure 1:**
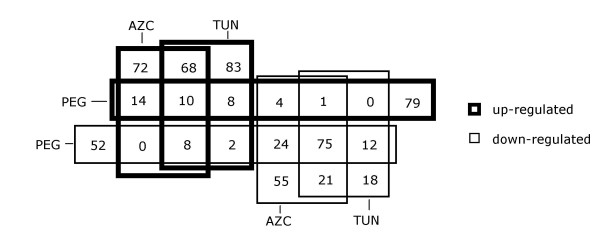
Venn diagram representing the distribution of specific and shared responses to TUN (10 μg/ml, 24 h), PEG (MW:8000 10%, 16 h) and AZC (50 mM, 16 h) treatments, as determined by microarray analysis. Determination of differential expression is described in Material and Methods. Thick boxes represent up-regulation and thin boxes represent down-regulation.

### ER stress-specific response

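Of 4905 clones tested, TUN raised 221 and lowered 135 at an adjusted p under 0.05 from limma. The change was more than 4-fold for 33 of the raised and 26 of the lowered clones, and 62.1% of the changed clones rose. Among the named clones outside the ER chaperones, the lipoxygenase clone LOX1.1 (AW508203), an enzyme that oxidizes polyunsaturated fatty acids, rose by 3.08 on the log2 scale (standard error 0.14, adjusted p = 4.7e-06). It was the only one of 9 tested clones of wound and defence responses to change. This list did not pass the set test camera (adjusted p = 0.0715) but passed fry, the other planned set test (adjusted p = 0.0316). F3H (AW277481), flavanone 3-hydroxylase of flavonoid synthesis, fell by 1.44 (standard error 0.25, adjusted p = 0.0072), a call that was lost without TUN replicate 1 (adjusted p = 0.0636). None of the other 7 clones of phenylpropanoid, flavonoid and lignin synthesis passed the test, and the list's median of 0.03 and mean of −0.17 differ in sign (camera, adjusted p = 0.647). Of 14 named transcription factors, limma called 0 (2 higher and 3 lower at an unadjusted p under 0.05). Seed storage proteins, markers of another tissue, were tested on 4 clones, of which limma called 0 over all clones, with 1 lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone. Without TUN replicate 1, 112 clones rose and 107 fell, with TUN fitted by itself 112 rose and 81 fell, and without the PEG hybridization quantified by another method, an alternative chosen after seeing the data, 130 rose and 80 fell. The methods' t-test over the 4 hybridizations called 0 clones up and 1 down after Benjamini-Hochberg adjustment, and 450 up and 361 down before it.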

A total of 306 genes were differentially expressed in response to tunicamycin treatment, with 179 being up-regulated and 127 down-regulated (Figure 1). 

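AZC raised 200 and lowered 257 of 5023 clones tested at an adjusted p under 0.05 from limma. Of these, 47 rose and 62 fell by more than 4-fold. The clone AW567734, for the A subunit of glyceraldehyde-3-phosphate dehydrogenase, a chloroplast enzyme of the Calvin cycle, was 28.3-fold lower (log2 ratio −4.82, standard error 0.16, adjusted p = 4.8e-07), whereas the other clone under the same gene symbol (AW508802) had a log2 ratio of −0.013 (standard error 0.25, adjusted p = 0.987). LOX1.1 (AW508203) was 4.88-fold higher (log2 ratio 2.29, standard error 0.14, adjusted p = 6.1e-06), and F3H (AW277481) was 4.23-fold lower (log2 ratio −2.08, standard error 0.25, adjusted p = 5.1e-04). HDL56 (AW508928), a homeodomain-leucine zipper protein, fell by 2.29 (standard error 0.17, adjusted p = 4.9e-05). It was one of 4 changed among 17 named transcription factors, of which 2 rose and 2 fell (camera, adjusted p = 0.571), and the only one of the 4 whose call was kept when either AZC replicate was left out. Of 11 tested clones of fatty acid synthesis and desaturation, 4 fell and 0 rose. The omega-3 desaturase FAD3A (AI960953) fell by 2.48 (standard error 0.18, adjusted p = 1.9e-05) and the omega-6 desaturase FAD2-3 (AW100780) by 1.18 (standard error 0.14, adjusted p = 5.8e-04). The others were another clone of FAD2-3 (AW471558) and the stearoyl-ACP desaturase ACPD (AW509087). The other clones named FAD3A (AW318139) and ACPD (AI941223) were called under no treatment. As a set the tested clones of this list were lower (camera, adjusted p = 0.0014), a call that is lost with an estimated correlation (adjusted p = 0.203). The list of fatty acid genes was written after the probe names and the paper's fold changes had been seen. Of 13 tested clones of wound and defence responses, only the LOX1.1 clone AW508203 changed (adjusted p = 0.171 with camera and 0.0301 with fry). The other clones named LOX1.1 (AW509088 and AI748749) were tested and not called. Among the seed storage proteins, 1 of 5 tested clones fell (1 when adjusted over the list alone; camera, adjusted p = 0.647), a call that was lost when either AZC replicate was left out. Without AZC replicate 1, 86 clones rose and 104 fell and the call of the stearoyl-ACP desaturase ACPD (AW509087), one of the 4 fatty acid clones, was lost (adjusted p = 0.141). Without AZC replicate 2, 120 rose and 153 fell. Centring each array on its median in place of loess gave 710 raised and 618 lowered clones.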

In response to AZC treatment, 352 genes were differentially expressed, 172 up-regulated and 180 down-regulated. To specifically target the UPR-regulated genes, we considered the overlapping genes that significantly responded to both tunicamycin and AZC treatments. This overlapping transcriptional response consisted of 183 genes, 86 up-regulated and 97 down-regulated (Figure 1, see Additional files 1 and 2).

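In the re-analysis, 86 clones were raised by both TUN and AZC and 103 were lowered by both, of 4372 clones tested in both treatments. If the 2 responses were independent, 7.71 shared raised clones and 6.78 shared lowered clones would be found. The fit shares the spread of each clone across treatments, so that calls of 1 clone are tied even without a shared response. The numbers by independence leave this out. The shared clones make up 43.7% of those raised and 77.4% of those lowered by TUN, and 50.3% of those raised and 46.2% of those lowered by AZC. LOX1.1 is among the clones raised by both, with the BiP and calnexin clones, and F3H and the SHOOT1 protein are among those lowered by both. SHOOT1 (AW101186) fell by 0.86 under TUN (standard error 0.15, adjusted p = 0.0060) and by 0.70 under AZC (standard error 0.15, adjusted p = 0.0147). Its call under TUN was lost without TUN replicate 2 (adjusted p = 0.0687), and that under AZC when either AZC replicate was left out. In opposite directions, 3 clones were raised by TUN and lowered by AZC, against 10.0 by independence. A test of the difference between the 2 treatments called 91 of the clones (limma contrast), so that some clones answered the inducers differently, at doses and times that differ. Without AZC replicate 1, 41 clones were raised and 65 lowered by both, and 27 differed between the treatments.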

Among the up-regulated genes, 17% represented genes of unknown functions. In the remaining set of genes for which some functional information was available, those that exhibited an ER-stress response signature predominated (see Additional file 2). More specifically, this up-regulated class of genes included those categorized as having a function in (i) protein folding (ii) ERAD and (iii) translational regulation. These results confirmed the activation of the ER-stress response pathway. 

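Every BiP and calnexin clone that was tested rose under both ER-stress inducers. BiP is the luminal Hsp70 of the ER and calnexin is a membrane-bound lectin chaperone that folds glycoproteins. Of 7 named spots for ER chaperones and folding, 5 were tested for TUN and all rose, and 6 were tested for AZC and all rose. The median log2 ratio was 5.04 under TUN (camera, adjusted p = 7.2e-78; 7.5e-27 with an estimated correlation) and 4.93 under AZC (5.3e-51; 2.8e-15 with an estimated correlation), and the counts adjusted over the list alone were also 5 and 6. As 6 of the 7 spots come from the paper's own tables, this is not independent evidence of the direction.

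BiP isoform D (AW509482) was 50.4-fold higher under TUN (log2 ratio 5.66, standard error 0.30, adjusted p = 8.1e-06 from limma) and 54.5-fold higher under AZC (log2 ratio 5.77, standard error 0.30, adjusted p = 1.9e-06). The BiP clone AW507892 was 40.1-fold higher under TUN (replicates at 6.06 and 4.59 on the log2 scale) and 27.8-fold higher under AZC. The BiP clone AW471814 was 53.0-fold higher under AZC and was not tested for TUN, where 1 replicate lacked an orientation. The calnexin clone AW508066 rose by 5.04 under TUN and by 5.06 under AZC (standard error 0.12 for each), and the difference of 0.02 between the inducers did not pass the test (standard error 0.18, adjusted p = 0.987 from limma). In the authors' own normalized ratios this clone stood at 4.51 under TUN and 3.91 under AZC, so that the small difference depends on the processing. The calnexin clone AW397007 was 19.7-fold and 10.8-fold higher, and the calnexin clone AI748065 2.45-fold and 2.00-fold higher, under TUN and AZC respectively. The call of AI748065 under AZC was lost when either AZC replicate was left out (adjusted p = 0.146 without AZC replicate 1). The spot named as a PDI-like protein was not tested. From the predominance of genes of protein folding, ERAD and translational regulation among those raised by both inducers, the paper concludes that the ER-stress response pathway was activated.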

In fact, the clones on the array with high homology to the known ER-resident molecular chaperones, BiP and calnexin, or the folding catalyst protein disulfide isomerase (PDI), were strongly up-regulated by both tunicamycin and AZC treatments (Figure 2).

**Figure 2:**
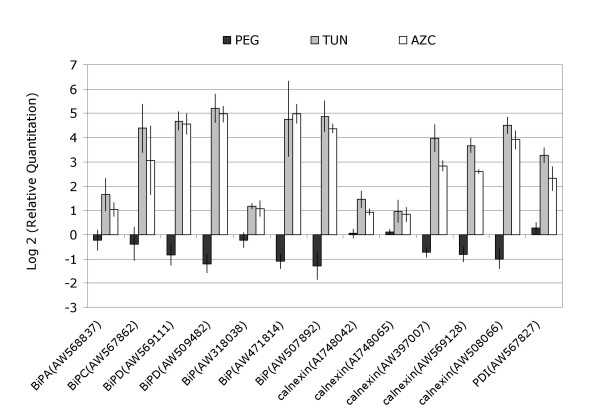
Effect of PEG, tunicamycin and AZC on the expression of *BiP*, *PDI *and calnexin genes (with accession numbers shown for each clone). The fold variation of gene expression (in relation to control treatment), as determined by microarray analysis, is presented in log_2 _scale (± SD, n = 4 biological and technical replicates).

The expression of calnexin, an ER multi-functional protein involved in calcium homeostasis and protein folding, was used as a marker for ER-stress activation in a time-course experiment using real-time RT-PCR. Similar levels of induction of calnexin were observed between treatment with tunicamycin and AZC, possibly representing saturation in the expression (Figure 3A).

**Figure 3:**
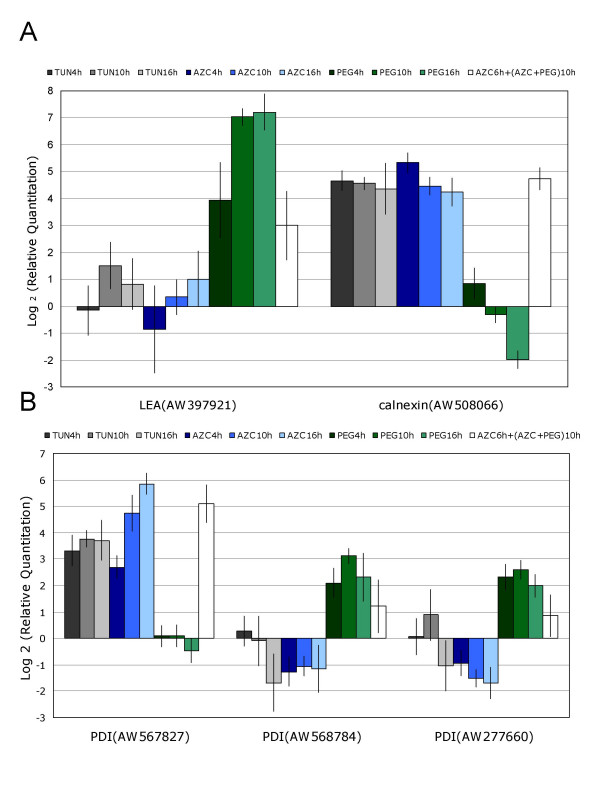
Time course of transcript induction by osmotic and ER stresses presented in log_2 _scale of gene expression, determined by real-time RT-PCR. Plants were treated with tunicamycin (gray), AZC (blue), PEG (green), or a combination of AZC and PEG (white) for the indicated period of time. A) Relative expression of representative genes of the response specific to ER (calnexin) or osmotic (SMP = LEA gene) stresses. B) Differential expression of the soybean PDI gene family members in response to tunicamycin and PEG treatments. GenBank Accession numbers are shown for each clone.

We found it particularly interesting that three cDNAs related to the PP2C and PP2A protein phosphatases were up-regulated by ER stress (see Additional file 1, AW471739, AW569267, AW509424), as would be expected if they represented genes involved in UPR signaling in stressed cells. Accordingly, the *PP2C*-related cDNA is a homolog of the yeast PP2C (AAB64644) that regulates the UPR by dephosphorylation of Ire1 [41], a transmembrane protein kinase/endoribonuclease that triggers the UPR [42,43].

The identification of wheat MLO (transmembrane domain mildew resistance) allelic variants as endogenous substrates of an ERAD-related quality-control machinery provided direct evidence that an ERAD-like mechanism operates constitutively in plants [44]. As part of the ER-stress response, the activation of this turnover mechanism has been observed in genome-wide analyses of *Arabidopsis *treated with inducers of ER stress and in a transcript-profiling assay of maize endosperm mutants that display a long-term ER stress response [34,35,45]. Here we also observed a tunicamycin and AZC up-regulated repertoire of putative ERAD-related genes in soybean, such as those encoding polyubiquitin, ubiquitin conjugating enzyme, alpha subunit of the proteasome, CDC48 and Derlin (see Additional file 1). These results further confirmed that, like in mammalian cells and in yeast, an ER stress-induced quality control mechanism in plants integrates the cellular response to conditions that alter protein folding in the ER.

During conditions of ER stress in mammals, a dynamic balance between the ER processing capacity and the protein synthesis rate is adaptively achieved through a transient and general down-regulation of protein translation, as a component of the ER-stress response [46]. The results of our microarrays were also effective in identifying a series of up-regulated genes related to ribosomal proteins (60S and 40S subunits; see Additional file 1) that might represent regulatory elements in protein translation. Likewise, we found that a translational inhibitor protein (AW508686), a eukaryotic translation initiation factor 3 subunit 10 (AW317679), and a translation elongation factor 1-gamma (AI960794), which are potentially regulators of protein translation, were also responsive to ER stress. Collectively, the global transcriptional analysis of soybean cDNAs in response to ER stressors clearly unmasked the major branches of the conserved ER-stress response, arguing favorably for a good sampling of the genomic representation on our array and for the biological validation of the global analyses.

### Osmotic stress-specific response

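PEG raised 199 and lowered 305 of 4345 clones tested at an adjusted p under 0.05 from limma, and 25 rose and 43 fell by more than 4-fold. Genes of nitrogen and sulfur assimilation were among the lowered clones. Of 6 tested clones of this group, 4 fell and 0 rose (5 fell when adjusted over the list alone), with a median log2 ratio of −1.32 (camera, adjusted p = 9.2e-06; adjusted p = 0.0108 with an estimated correlation). This list was written after the probe names and the paper's fold changes had been seen, and 4 of its 7 spots come from the paper's tables. These are the 4 clones that fell, and the paper lists each as lowered by PEG, so that the direction is not independent evidence. The nitrate transporter NRT1-3 was 4.42-fold lower on the clone AW278825 (log2 ratio −2.14, standard error 0.26, adjusted p = 5.4e-04 from limma) and 3.44-fold lower on the clone AI960849. Glutamine synthetase GS-2 (AI736144), which assimilates ammonium, fell by 1.39 (standard error 0.17, adjusted p = 6.6e-04), and 5-adenylylsulfate reductase (AW508411), of sulfate reduction, fell by 1.25 (standard error 0.18, adjusted p = 0.0018). The other GS-2 clone (AW186035) was called under no treatment. Of 6 tested seed storage protein clones, 1 was called, for glycinin GY4 (AW508958; log2 ratio −0.60, adjusted p = 0.0472), and this call was lost with every other background correction and normalization. Of 7 tested clones of fatty acid synthesis and desaturation, 4 fell (camera, adjusted p = 0.0290; adjusted p = 0.298 with an estimated correlation). Of the changed clones, 39.5% rose, whereas in the authors' own normalized ratios 262 rose and 263 fell, which is 49.9%. Without PEG replicate 2, 69 clones rose and 110 fell, and the calls of NRT1-3 on AW278825 (adjusted p = 0.0522), of 5-adenylylsulfate reductase, of GY4 (adjusted p = 0.549) and of all 4 fatty acid clones (adjusted p = 0.0579 or more) were lost. The methods' t-test after Benjamini-Hochberg adjustment called 1 clone up and 2 down.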

In response to osmotic stress caused by PEG treatment, a set of 116 up-regulated and 173 down-regulated genes was observed (Figure 1, see Additional files 3 and 4). Of particular interest were genes in two functional classes: genes directly involved in the stress response as cellular protectants, and regulatory genes involved in signaling events downstream of the osmotic stress response.

As representatives of the first class, we detected induction of late embryogenesis abundant (LEA) proteins, heat shock proteins (HSPs), senescence-related proteins, protease inhibitors, enzymes associated with osmolyte distribution, such as sugar transporters, and in osmoprotectant biosynthesis, such as Δ1-pyrroline-5-carboxylate synthase (P5CS), which is involved in proline biosynthesis [47,48], and sucrose synthase [49,50] (see Additional file 3). Also in this category, we observed up-regulation of anti-oxidative defense components, such as glutathione peroxidase and glutathione-S-transferase homologs, which are involved in detoxification and protection from reactive oxygen species [51,52] and lipid transfer proteins that could possibly function in the stress-damaged membrane repair system, or in the regulation of cellular membrane permeability by changing the lipid composition in response to stress [53,54]. 

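The 2 largest rises among the clones called under PEG were those of PM30 and PM34, genes of seed maturation proteins, which accumulate in maturing seeds. PM30 (AW397921), a seed maturation protein, was 27.7-fold higher (log2 ratio 4.79, standard error 0.33, adjusted p = 3.2e-05 from limma), with its 2 biological replicates at 4.00 and 5.58; the control RNA was above background in 2 of 4 hybridizations, so that the size of this rise is less certain. PM34 (AI735868) was 9.54-fold higher (log2 ratio 3.25, standard error 0.24, adjusted p = 4.2e-05). The dehydrin PM12 (AI748083) was 4.41-fold higher (log2 ratio 2.14, standard error 0.20, adjusted p = 1.2e-04). The aldehyde dehydrogenase ALDH7B1 rose by 1.22 on the clone AW508769 (standard error 0.19, adjusted p = 0.0028) and by 1.05 on the clone AW598015 (standard error 0.14, adjusted p = 0.0012), and an epoxide hydrolase (AW568104) rose by 1.33 (standard error 0.21, adjusted p = 0.0027). Without PEG replicate 2, the calls of AW508769 (adjusted p = 0.136) and of the epoxide hydrolase (adjusted p = 0.121) were lost. The named spots include 0 of cytosolic heat shock proteins and 0 of osmoprotectant and sugar metabolism, so that these groups are not analysed here. Of 12 tested clones of wound and defence responses, which include proteinase inhibitors, 1 rose, a lipoxygenase (camera, adjusted p = 0.882; the median of −0.04 and the mean of 0.0035 differ in sign).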

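Of 15 tested clones of antioxidant defence, 4 rose under PEG and 1 fell (4 and 2 when adjusted over the list alone). Glutathione S-transferases conjugate glutathione to reactive compounds, and ferritins store iron. The glutathione S-transferase GSTa (AW459775) was 2.56-fold higher (log2 ratio 1.35, standard error 0.21, adjusted p = 0.0036 from limma), a call that was lost without PEG replicate 2. A ferritin clone (AW186337) was 3.46-fold higher (log2 ratio 1.79, standard error 0.25, adjusted p = 0.0014), and another (AW279016) was 2.46-fold higher (log2 ratio 1.30, standard error 0.22, adjusted p = 0.0057). The latter was also higher under TUN, by 1.32 (standard error 0.22, adjusted p = 0.0077), a call that was lost without TUN replicate 1 (adjusted p = 0.0837). The clone that fell was AW471665, for the glutathione S-transferase GSTU3, by 0.41 (standard error 0.08, adjusted p = 0.0123), below 0 in 2 of 4 hybridizations, and with only the hybridizations treated in Cy5 its log2 ratio was 0.07. The calls of both ferritin clones under PEG were lost without PEG replicate 2. As a set, the list did not differ from the other clones (camera, adjusted p = 0.172), with a median log2 ratio of −0.06 and a mean of 0.28, which differ in sign. The named spots hold 0 lipid transfer proteins.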

As representatives of the second class, our microarray results detected the presence of two protein phosphatases, PP2C-like and PP1/PP2A PRL1-like coding cDNAs, and a serine/threonine-like protein kinase (see Additional file 3). We also detected PEG-induced members of the NAC family of transcription factors. 

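NAC3 (AW457909), a NAC domain protein, was 2.17-fold higher under PEG (log2 ratio 1.12, standard error 0.21, adjusted p = 0.0074 from limma), in each of the 4 hybridizations. NAC2 (AW597851), the other named member of the family, had a log2 ratio of 0.26 (standard error 0.08, adjusted p = 0.0738). NAC3 was also 2.82-fold higher under AZC (log2 ratio 1.49, adjusted p = 0.0014), and under TUN its log2 ratio was 0.57 (adjusted p = 0.184), which passed the test with the replicate number as a block (adjusted p = 0.0430). The differences of NAC3 between PEG and the other treatments did not pass the test (adjusted p = 0.385 against TUN and 0.616 against AZC). Of 16 tested transcription factors, 3 rose and 1 fell. The list did not pass camera (adjusted p = 0.795) but passed fry (adjusted p = 0.0166), and its median of −0.02 and mean of 0.03 differ in sign. The bZIP factor BZIP77 (AI941155) rose by 1.13 (standard error 0.14, adjusted p = 5.6e-04), and HDL56 (AW508928) fell by 1.94 (standard error 0.17, adjusted p = 1.8e-04). A phospholipase C clone (AI794656), of lipid signaling, was 5.27-fold higher (log2 ratio 2.40, standard error 0.23, adjusted p = 1.6e-04). The call of NAC3 under PEG was lost without PEG replicate 2 (adjusted p = 0.253) and that under AZC without AZC replicate 2 (adjusted p = 0.0551). The third transcription factor raised by PEG, BZIP121 (AW102526), lost its call without PEG replicate 2 (adjusted p = 0.314), and the named spots hold 0 protein phosphatases.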

NAC proteins induced by dehydration have been previously described in *Arabidopsis *and rice [5,55].

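Clones named as seed maturation proteins, LEA proteins or dehydrins rose as a group under PEG. Of 7 tested clones, 5 rose and 0 fell (6 rose when adjusted over the list alone), with a median log2 ratio of 1.06 (camera, adjusted p = 1.0e-11; 4.2e-11 with an estimated correlation). Besides PM30, PM34 and PM12, these were PM41 (AW397256), at 2.09-fold (standard error 0.17 on the log2 scale, adjusted p = 0.0032 from limma), and PM29. The paper's own tables supplied 6 of the 11 named spots of this list, so that its direction is not independent evidence. Under TUN, limma called 0 of 10 tested clones (1 higher at an unadjusted p under 0.05; median 0.12; camera, adjusted p = 0.823), and under AZC 1 of 7 did (median 0.23; adjusted p = 0.534). That clone was PM9 (AW568142), 2.24-fold higher under AZC (adjusted p = 0.0149), whose call was lost with only the hybridizations treated in either dye. The responses to PEG and to the ER-stress inducers differed for PM30 by 4.42 against TUN (standard error 0.46, adjusted p = 8.7e-04, limma contrast) and by 4.98 against AZC (adjusted p = 2.9e-04), sizes that rest on the dim control signal of PM30 under PEG. The responses differed for PM34 by 3.41 and 3.02, and for PM12 by 1.95 and 1.83, each past the test. PM41 differed by 1.34 from TUN (adjusted p = 0.0122), and by 0.90 from AZC (adjusted p = 0.0711). The call of PM29 was lost without PEG replicate 2 (adjusted p = 0.104) and that of PM41 without PEG replicate 1 (adjusted p = 0.0527).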

*LEA *genes were the most abundant among genes up-regulated by PEG treatment. We examined the osmotic stress response in more detail with real-time RT-PCR analysis of a gene encoding a putative LEA protein (Figure 3A). These data demonstrated that PEG treatment caused a gradual increase in induction of this *LEA *gene as a 15-fold increase in *LEA *mRNA level was detected at 4 h post-treatment, reaching 130- and 146-fold-changes at 10 h and 16 h, respectively. In contrast, the *LEA *gene did not exhibit a significant variation of expression in response to ER-stress inducers and thus could be used as an appropriate monitor of the level of osmotic stress in treated plants.

### The antagonistic response to ER stress and osmotic stress has an ER protein-folding signature

Different clones present in the soybean cDNA microarrays that likely encode ER-associated proteins, showed a differential and antagonistic regulation by ER and osmotic stresses. 

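The response to PEG differed from that to TUN for 214 clones and from that to AZC for 237 clones at an adjusted p under 0.05 (limma contrasts). BiP and calnexin clones were among them. BiP isoform D (AW509482) had a log2 difference of −7.18 from TUN (standard error 0.42, adjusted p = 2.3e-05) and of −7.29 from AZC (adjusted p = 1.5e-05). The BiP clone AW507892 had log2 differences of −6.94 from TUN and −6.41 from AZC (standard error 0.38 for each). The calnexin clone AW508066 had a log2 difference of −6.32 from TUN (standard error 0.18, adjusted p = 1.3e-07) and of −6.34 from AZC (adjusted p = 8.4e-08). The calnexin clone AW397007 had a log2 difference of −5.25 from TUN (adjusted p = 1.9e-05) and of −4.37 from AZC (adjusted p = 3.7e-05). TUN was compared with DMSO for 24 h and PEG with water for 16 h, while AZC and PEG share their solvent and time. Within the hybridizations treated in Cy3, which were all quantified on 1 day, 207 clones differed between PEG and TUN and 199 between PEG and AZC. Without PEG replicate 2, 69 clones differed from TUN and 113 from AZC, and without AZC replicate 1, 83 differed between PEG and AZC.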

The most dramatic is within the PDI-like sequences where several family members were represented on the array. The protein disulfide isomerases (PDIs) belong to the superfamily of thioredoxin-domain-containing proteins that catalyze the formation of disulfide bonds and play an important role in protein folding. Within the TRX (thioredoxin) superfamily, they make a large gene family, designated *PDIL *(PDI-like proteins), encompassing disulfide isomerases and oxidoreductases that are associated predominantly with the protein secretory pathway in plants [56]. The biochemically and genetically characterized members of this family were first identified in plants as ER-resident proteins that were induced under ER-stress conditions [57]. Based on sequence comparison, we identified in our soybean arrays four thioredoxin domain-encoding cDNA fragments that were classified as members of the PDIL family. Two clones were highly and specifically induced by both tunicamycin and AZC treatments, whereas two others were only induced by PEG (see Additional files 1 and 3). Analysis of gene expression using real-time RT-PCR in a time-course experiment confirmed the differential regulation of the soybean PDIL gene family by osmotic and ER stresses and revealed that specific members of this family respond inversely to treatment with inducers of ER stress and PEG (Figure 3B). Sequence alignment and the expression pattern suggest to us that both PEG-induced clones refer to the same gene.

The finding that PEG treatment represses the tunicamycin-induced PDIL form extends to include other components of the ER protein processing machinery. An ATPase CDC48 homolog, *CDC48-like*, involved in ERAD was found to be up-regulated by ER-stress inducers, but repressed by PEG treatment (Table 1). Likewise, the *BiP *homolog clones as well as the PCR products of the soybean *BiP isoforms A, C *and *D *introduced in the arrays were inversely regulated by ER- and osmotic-stress (Figure 2). 

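Each of the 3 named BiP clones fell under PEG. The BiP clone AW471814 was 3.19-fold lower (log2 ratio −1.67, standard error 0.20, adjusted p = 9.6e-04 from limma). The BiP clone AW507892 was 3.06-fold lower (log2 ratio −1.61, standard error 0.27, adjusted p = 0.0035), and BiP isoform D (AW509482) was 2.88-fold lower (log2 ratio −1.53, standard error 0.30, adjusted p = 0.0094). Both biological replicates of each clone lay below 0, from −2.12 and −1.22 for AW471814 to −1.73 and −1.32 for isoform D. All 4 hybridizations of each clone went the same way. For AW471814 and isoform D, however, the treated and the control RNA were each above background in 3 of the 4. The call of isoform D was lost without either PEG replicate (adjusted p = 0.146), with only the hybridizations treated in Cy5 (0.0530) and with no intensity trend (0.0606), and that of AW507892 without PEG replicate 2 (adjusted p = 0.177). The call of AW471814 was lost with only the hybridizations treated in Cy3 (adjusted p = 0.0731) and, in alternatives chosen after seeing the data, with marked spots kept (0.0662) and with 1 orientation enough (0.0930). The PCR products of BiP isoforms A and C are not analysed here.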

The cDNA homologs of the molecular chaperone calnexin were up-regulated by ER stress, but three calnexin cDNA fragments were significantly down-regulated by osmotic stress (Figure 2). 

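Both calnexin clones that were tested under PEG fell. The clone AW508066 was 2.42-fold lower (log2 ratio −1.28, standard error 0.12, adjusted p = 1.7e-04 from limma), and the clone AW397007 was 1.92-fold lower (log2 ratio −0.94, standard error 0.21, adjusted p = 0.0174). The clone AI748065, which rose least under the ER-stress inducers, had 1 complete replicate under PEG, at a log2 ratio of 0.14, and was not tested. With the BiP clones, 5 of 5 tested spots for ER chaperones and folding fell (5 when adjusted over the list alone), with a median log2 ratio of −1.53. The set passed camera (adjusted p = 1.6e-06, or 0.0130 with an estimated correlation) and fry (adjusted p = 0.0269). These 5 spots stand for 3 genes, and the paper lists each of them as lowered by PEG on these same arrays. The direction of the set is thus not independent evidence. The call of AW397007 was lost without PEG replicate 2 (adjusted p = 0.373), without PEG replicate 1 (0.0599), with only the hybridizations treated in Cy3 (0.0649), with no background correction (0.110) and with no intensity trend (0.0742).

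**Figure D1:**
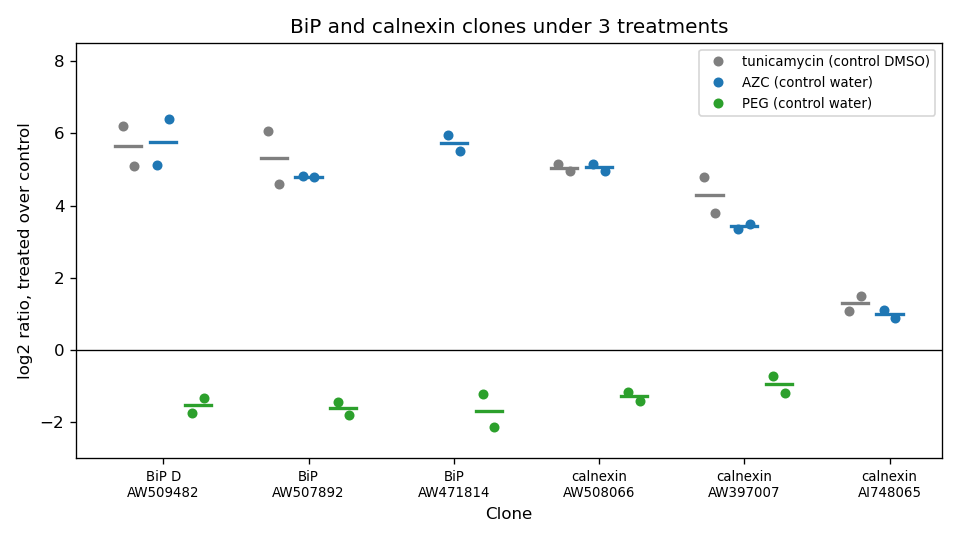
Log2 ratio of treated over control (vertical axis) for 3 BiP and 3 calnexin clones (horizontal axis) under tunicamycin, AZC and PEG. Points are the 2 biological replicates, each the mean of a dye-swap pair, and horizontal bars are their means; a treatment without points was not tested for that clone. Under tunicamycin and AZC the points lie above 0, between 0.90 and 6.41, and under PEG they lie below 0, between −2.12 and −0.71.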

We analyzed, by real-time RT-PCR, the kinetics of a calnexin homolog gene down-regulated by osmotic stress. The calnexin mRNA levels decreased gradually with the duration of treatment for 4, 10 and 16 h of exposure to PEG (Figure 3A). The general down-regulation of ER-molecular-chaperone genes by osmotic stress might reflect a general collapse and dysfunction of the ER under the severity of our PEG treatment rather than a specific biological phenomenon of gene regulation. To test this hypothesis we treated the soybean plants simultaneously with both PEG and AZC for 10 h and quantified the calnexin mRNA levels. Under PEG treatment, the ER stress agent AZC promoted calnexin induction to the same extent as did either AZC or tunicamycin treatment alone (Figure 3A). Likewise, for the ER-stress-induced *PDI *(Figure 3B), the simultaneous treatment of PEG and AZC promoted the same level of gene induction as did the AZC treatment alone. These results clearly demonstrated that the ER is functioning and capable of signaling and activating the UPR under the PEG treatment conditions. Thus, the down-regulation of ER folding activities in response to osmotic stress may be a specific cellular response of plant cells.

**Table 1:** Overlap of the ER stress and osmotic-stress transcriptional responses*

	Accession No. of Protein^a^	*e-value*^b^	Accession No. of Clone^c^	PEG^d^	*p-value*^e^	TUN^d^	*p-value*^e^	AZC^d^	*p-value*^e^
**Genes induced by all of the treatments**									
ATAF2 protein	BAC43493	8.E-31	AW459852	3.93	0.002	4.33	0.031	7.19	0.002
NAM protein	ABE79286	1.E-33	AW459732	2.81	0.008	3.31	0.019	5.27	0.001
N-rich protein	CAI44933	4.E-07	AI973541	2.76	0.005	3.39	0.009	4.33	0.012
N-rich protein	CAI44933	2.E-76	AW184865	1.93	0.008	2.14	0.012	2.42	0.003
ubiquitin-associated (UBA) protein	XP_466502	4.E-38	AW508375	3.05	0.000	3.12	0.024	2.59	0.014
eukaryotic translation initiation factor 5	P48724	2.E-65	AW472364	3.56	0.002	1.54	0.028	1.84	0.015
glutathione S-transferase	AAC18566	2.E-46	AW472161	3.83	0.003	3.19	0.002	2.75	0.002
glutathione S-transferase	AAG34800	1.E-48	AW397276	2.22	0.002	2.28	0.000	1.48	0.009
unknown			AW186110	2.58	0.005	3.17	0.003	9.56	0.000
unknown			AW508115	1.74	0.001	3.08	0.006	19.56	0.000
**Genes repressed by all the treatments**									
oxygen-evolving enhancer protein 1	P26320	3.E-39	AI941034	-3.27	0.000	-1.82	0.009	-3.07	0.001
thylakoid membrane phosphoprotein	NP_566086	1.E-21	AI960735	-1.93	0.004	-1.65	0.013	-2.03	0.011
NADPH-protochlorophyllide oxidoreductase	BAA21089	4.E-78	AW277941	-1.76	0.023	-2.08	0.009	-2.16	0.015
oxygen evolving enhancer protein 1 precursor	BAA96365	5.E-23	AW101019	-3.42	0.011	-2.24	0.001	-1.70	0.001
photosystem I chlorophyll a/b-binding protein	CAA45523	4.E-75	AW397435	-9.07	0.001	-4.96	0.009	-7.02	0.000
photosystem I chlorophyll a/b-binding protein	CAA45523	1.E-75	AW101657	-5.56	0.010	-2.38	0.015	-2.06	0.003
chlorophyll a/b-binding protein CP24 precursor	AAD27882	3.E-41	AI736217	-7.54	0.000	-5.72	0.003	-10.78	0.001
chlorophyll a/b binding protein type II	AAL29886	3.E-18	AI736285	-7.45	0.006	-3.69	0.048	-10.00	0.000
LHCII type III chlorophyll a/b binding protein	AAD27877	9.E-85	AW397809	-15.20	0.001	-10.48	0.004	-38.20	0.000
chlorophyll a-b binding protein	P13869	2.E-85	AW471940	-5.19	0.005	-4.23	0.016	-8.21	0.001
RuBisCO small subunit 1	CAA23736	7.E-53	AW278725	-4.74	0.003	-5.01	0.107	-58.93	0.000
photosystem II type I chlorophyll a/b-binding protein	AAA50172	1.E-64	AW472492	-28.79	0.002	-10.26	0.028	-31.02	0.000
oxygen-evolving enhancer protein 1	P26320	8.E-64	AW567782	-2.11	0.030	-1.65	0.050	-1.58	0.005
chlorophyll a/b-binding protein CP24 precursor	AAD27882	2.E-75	AW568341	-9.95	0.005	-6.83	0.004	-16.75	0.000
putative chlorophyll a/b-binding protein precursor	XP_482572	2.E-73	AW568620	-11.01	0.004	-6.02	0.004	-8.13	0.000
oxygen evolving enhancer protein 1 precursor	BAA96365	9.E-67	AW568090	-3.99	0.014	-4.53	0.037	-14.93	0.000
type II chlorophyll a/b binding protein	CAA57492	1.E-78	AW100823	-3.61	0.000	-2.93	0.024	-9.04	0.001
chlorophyll a/b-binding protein type I	AAQ54512	1.E-36	AW100631	-5.39	0.000	-2.70	0.006	-3.23	0.004
chlorophyll a/b-binding protein type III precursor	S04125	2.E-43	AI794678	-7.95	0.000	-3.36	0.037	-10.81	0.000
LHCII type III chlorophyll a/b binding protein	AAD27877	2.E-22	AW508739	-7.35	0.006	-3.23	0.007	-2.99	0.003
chlorophyll a/b-binding protein CP24 precursor	AAD27882	8.E-72	AW568252	-7.94	0.011	-3.40	0.002	-3.53	0.000
chlorophyll a/b-binding protein CP24 precursor	AAD27882	6.E-88	AW570380	-5.53	0.001	-5.23	0.012	-10.41	0.002
photosystem I subunit × precursor	AAL32043	4.E-46	AW277960	-4.65	0.014	-3.72	0.009	-4.81	0.000
oxygen-evolving enhancer protein 1	P14226	4.E-71	AW472001	-4.74	0.005	-3.13	0.028	-5.54	0.000
photosystem I psaH protein	AAQ21121	3.E-53	AW471851	-3.39	0.003	-2.98	0.002	-4.82	0.002
LHCII type III chlorophyll a/b binding protein	AAD27877	6.E-29	AW472547	-9.06	0.001	-3.54	0.019	-1.62	0.004
photosystem II reaction center W protein	CAA59409	1.E-28	AW471847	-2.55	0.015	-1.74	0.024	-1.49	0.002
photosystem II protein	AAM61462	6.E-07	AW508451	-4.91	0.009	-2.91	0.003	-1.72	0.004
photosystem I reaction center subunit III	AAD27880	1.E-82	AW508794	-5.25	0.002	-4.83	0.030	-33.31	0.000
geranylgeranyl hydrogenase	AAD28640	9.E-48	AW185978	-2.18	0.014	-1.89	0.003	-2.37	0.010
ultraviolet-B-repressible protein	AAS58469	1.E-29	AW317705	-5.24	0.003	-4.16	0.011	-10.16	0.000
glutamine synthetase precursor	AAK43833	4.E-66	AI736144	-2.28	0.010	-2.17	0.007	-2.19	0.010
myo-inositol-1-phosphate synthase	AAK72098	7.E-95	AI941146	-2.30	0.001	-1.71	0.011	-2.30	0.006
UDP-glucose 4-epimerase	Q43070	4.E-83	AI856802	-3.52	0.001	-2.64	0.001	-3.32	0.007
putative auxin-amidohydrolase precursor	CAG32961	1.E-18	AW278733	-4.23	0.001	-3.33	0.007	-8.72	0.000
granule-bound starch synthase Ib precursor	BAC76613	5.E-49	AW508018	-1.67	0.004	-2.21	0.031	-2.16	0.006
selenium binding protein	CAC67501	6.E-50	AW101647	-4.82	0.008	-4.94	0.021	-28.20	0.000
ATP-dependent helicase	NP_850847	1.E-58	AW570395	-3.97	0.003	-5.72	0.016	-12.70	0.000
microsomal omega-3 fatty acid desaturase	BAC87757	1.E-86	AI960953	-1.70	0.009	-1.71	0.012	-3.54	0.000
granule-bound starch synthase Ib precursor	BAC76613	4.E-65	AW472193	-7.20	0.008	-6.51	0.000	-17.58	0.000
carboxylic ester hydrolase	NP_177281	2.E-51	AW278929	-2.16	0.038	-3.73	0.023	-2.30	0.010
cinnamoyl-CoA reductase	AAY86360	5.E-60	AW508388	-3.11	0.007	-4.27	0.004	-5.60	0.000
transformer-SR ribonucleoprotein	CAA70700	3.E-38	AW568037	-3.07	0.011	-2.82	0.000	-7.39	0.000
putative cinnamoyl-CoA reductase	AAT39306	2.E-16	AW101559	-2.91	0.004	-3.01	0.005	-1.68	0.010
myo inositol 1-phosphate synthase	CAJ15162	5.E-56	AW100674	-4.42	0.000	-4.48	0.003	-5.52	0.001
aldose 1-epimerase-like protein	NP_566594	3.E-66	AW507799	-2.36	0.009	-2.74	0.012	-2.26	0.000
amino acid binding/ACT domain-containing protein	NP_565908	5.E-35	AW508692	-2.57	0.032	-1.75	0.002	-1.58	0.043
cytochrome P450 monooxygenase	AAD38930	8.E-55	AW507877	-1.86	0.009	-3.74	0.017	-2.98	0.027
palmitoyl-acyl carrier protein thioesterase	AAD01982	3.E-25	AW568268	-2.58	0.039	-1.71	0.021	-5.28	0.001
1-aminocyclopropane-1-carboxylate oxidase	AAX84675	3.E-86	AW508290	-6.79	0.010	-5.34	0.020	-11.62	0.000
plasma membrane polypeptide	CAB61742	1.E-40	AW459777	-1.83	0.028	-2.05	0.005	-1.67	0.016
acid phosphatase	CAA11075	8.E-20	AI930921	-3.69	0.000	-2.61	0.016	-4.07	0.001
ATP synthase gamma chain	CAA45150	5.E-80	AW186038	-4.15	0.002	-2.71	0.010	-5.77	0.000
putative leukotriene-A4 hydrolase	AAM91766	3.E-50	AW277270	-2.08	0.025	-1.67	0.019	-1.88	0.004
ATP synthase B' chain	CAA50520	4.E-24	AW471917	-2.94	0.008	-3.25	0.013	-7.91	0.001
granule-bound starch synthase Ib precursor	BAC76613	8.E-78	AW472190	-4.85	0.005	-5.28	0.001	-8.47	0.000
pepsin A	NP_196320	4.E-54	AW568189	-5.01	0.024	-2.34	0.003	-4.01	0.004
plastid ribosomal protein CS17	CAA77502	4.E-32	AW508645	-2.47	0.008	-2.16	0.005	-4.58	0.000
phosphoglycerate kinase	AAF85975	2.E-18	AW568791	-3.08	0.012	-2.44	0.009	-6.98	0.000
chitinase-like protein	BAC81645	1.E-38	AW508700	-2.20	0.015	-2.45	0.007	-2.81	0.001
unknown			AW508640	-1.80	0.017	-2.27	0.015	-1.61	0.033
unknown			AW570244	-2.03	0.004	-1.97	0.001	-2.81	0.001
unknown			AW598111	-2.16	0.005	-1.58	0.009	-2.58	0.013
unknown			AW508120	-4.73	0.001	-4.19	0.043	-19.62	0.000
unknown			AW100867	-2.40	0.007	-2.00	0.001	-1.65	0.016
unknown			AI941196	-1.85	0.003	-2.17	0.013	-2.01	0.000
unknown			AW164582	-1.64	0.006	-2.00	0.007	-3.58	0.001
unknown			AW471578	-2.03	0.025	-2.13	0.003	-3.51	0.000
unknown			AW508445	-3.28	0.008	-2.41	0.031	-1.67	0.020
unknown			AW507853	-3.02	0.014	-2.91	0.005	-6.71	0.000
unknown			AW569116	-3.17	0.002	-2.02	0.008	-1.47	0.038
unknown			AW471729	-2.02	0.037	-3.36	0.009	-2.07	0.008
unknown			AW568035	-10.74	0.006	-2.49	0.047	-1.79	0.001
unknown			AW101065	-3.07	0.008	-3.62	0.006	-3.41	0.033
unknown			AW568660	-6.56	0.002	-2.69	0.002	-3.33	0.000
**Genes induced by TUN and AZC but repressed by PEG**									
CDC48-like protein	AAP53974	5.E-71	AW509037	-1.70	0.009	10.57	0.000	5.78	0.001
calnexin homolog precursor	BAD81043	9.E-78	AW569128	-1.76	0.044	12.82	0.000	6.09	0.000
calnexin homolog precursor	Q39817	9.E-59	AW397007	-1.67	0.005	15.69	0.001	7.16	0.000
calnexin homolog precursor	Q39817	1.E-82	AW508066	-2.00	0.015	22.76	0.000	15.03	0.000
BiP isoform D			AW569111	-1.78	0.029	25.60	0.000	23.72	0.000
BiP isoform D	AAK21920	3.E-101	AW509482	-2.30	0.008	37.13	0.000	31.41	0.000
BiP	BAD95470	1.E-76	AW471814	-2.16	0.023	27.22	0.034	31.90	0.000
BiP	BAD95470	5.E-68	AW507892	-2.43	0.022	29.42	0.001	20.75	0.000
**Genes repressed by TUN and AZC but induced by PEG**									
unknown			AW186103	1.74	0.003	-1.77	0.049	-1.72	0.005

* Additional files 1, 2, 3, 4, 5, 6 contain Microarray results that were used to generate Table 1. ^a ^Protein annotations obtained from BlastX using cDNA clone sequence against GenBank. ^b ^Expected values obtained by BlastX. ^c ^Clone accession number in the GenBank. ^d ^Fold variation in gene expression converted from means of the log_2_ratio (treated/control channel) from plants treated with PEG, TUN or AZC and their respective controls. ^e ^probability values obtained from the *t-test*.

### Modest overlap of the ER-stress and osmotic-stress transcriptional responses

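Of 3523 clones tested in all 3 treatments, 13 were raised by all of them and 71 were lowered by all of them. If the response to PEG were independent of that shared by TUN and AZC, 3.22 and 6.67 would be found. These numbers leave out that the fit shares the spread of each clone across treatments, which ties its calls. The lipoxygenase clone AW508203 (LOX1.1) and the glutathione S-transferase GSTU41 were among the raised clones. The other clones named LOX1.1 (AW509088 and AI748749) were called under no treatment. The lowered clones include glutamine synthetase GS-2 (AI736144), the myo-inositol-1-phosphate synthase MIPS, the fatty acid desaturase FAD3A (AI960953), SHOOT1, a chlorophyll a/b-binding protein and 3 clones of granule-bound starch synthase. The other clones named GS-2 (AW186035) and FAD3A (AW318139) were called under no treatment. LOX1.1 (AW508203) rose by 0.58 under PEG (standard error 0.14, adjusted p = 0.0306 from limma), and this call was lost when either PEG replicate was left out, with only the hybridizations treated in Cy3 (adjusted p = 0.891) and with no intensity trend. The fall of SHOOT1 under PEG was lost when any PEG or AZC replicate was left out (adjusted p = 0.427 without PEG replicate 2). FAD3A fell by 0.94 under TUN (standard error 0.18, adjusted p = 0.0125) and by 1.03 under PEG (adjusted p = 0.0053), calls that were lost without TUN replicate 1 and without PEG replicate 2. GS-2 (AI736144) fell by 1.19 under TUN (standard error 0.17, adjusted p = 0.0028) and by 1.22 under AZC (adjusted p = 0.0015), the latter lost without AZC replicate 2 (adjusted p = 0.0770). In opposite directions, 6 clones were raised by TUN and AZC and lowered by PEG, against 4.95 by the same independence, and 3 were lowered by TUN and AZC and raised by PEG, against 4.35. These 3 are on spots without a name. Of the 6, 4 are the BiP clones AW509482 and AW507892 and the calnexin clones AW508066 and AW397007. The number raised by all 3 was 3 without PEG replicate 2 and 21 without TUN replicate 2, and the number lowered by all 3 was 47 without PEG replicate 2. With print-tip loess, limma called 0 clones down by TUN and AZC and up by PEG.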

An overlap of the osmotic-stress and the ER-stress responses is represented by 10 up-regulated genes (see Additional file 5), 75 down-regulated genes (see Additional file 6), 8 ER stress-induced but osmotically repressed genes, and 1 osmotically stress-induced but ER stress-repressed gene (Figure 1, Table 1). Thus, only about 10% of the genes up-regulated by either ER or osmotic stress in our survey population were induced by both treatments. In contrast, a substantial overlap in the genes down-regulated by ER and osmotic stresses was observed, with about 50% and 75% of the genes being in the sets affected by osmotic stress and ER stress, respectively. These results represent a much larger down-regulation of transcripts by ER stress than those reported previously ([34,35]; see Additional files 2 and 6). 

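Of 359 clones raised by any of the 3 treatments and tested in all of them, 38 were raised by PEG and also by TUN or AZC, which is 10.6%. The 13 raised by all 3 treatments are 3.62% of these clones, 7.56% of the 172 raised by PEG and 19.7% of the 66 raised by both TUN and AZC. The paper took the clones raised by both inducers as its ER-stress set. The 10.6% counts either inducer and is thus another measure. Of 158 clones raised by AZC and tested under PEG, 32 were raised by PEG, against 7.31 by independence. Of 175 raised by TUN, 29 were raised by PEG, against 8.58 by independence. GSTU41 is raised in each of these sets, and NAC3 was raised by AZC and PEG.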

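Of 89 clones lowered by both TUN and AZC, 71 were lowered by PEG as well, which is 79.8%. These are 26.9% of the 264 clones lowered by PEG. Counting TUN or AZC in place of both, 124 clones were lowered by ER stress and by PEG, which is 35.4% of the 350 lowered by any treatment. AZC and PEG shared 121 lowered clones, against 15.9 by independence, and TUN and PEG shared 90, against 8.37. HDL56, the fatty acid desaturase clone FAD2-3 (AW100780) and the glyceraldehyde-3-phosphate dehydrogenase clone AW567734 are among those lowered by AZC and PEG. FAD2-3 fell by 0.99 under PEG (standard error 0.14, adjusted p = 0.0018 from limma), a call that was lost without PEG replicate 2 (adjusted p = 0.0579), and its log2 ratio under TUN was 0.12 (adjusted p = 0.771).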

Likely, these results reflect substantial differences in experimental design and conditions, including cDNA library origin, plant background, stringency of stress conditions, plant species, setting up and processing of microarrays.

While 25% of the repressed genes that were ER-stress specific were predicted to be related to the secretory pathway (see Additional file 2), the remaining 75% were co-repressed genes that seem to represent a general response of plants to abiotic stresses, as they reflect an inhibition of photosynthesis and development. 

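A clone for a chlorophyll a/b-binding protein of photosystem II (AW472492), which gathers light for photosynthesis, fell steeply under all 3 treatments. It was 40.6-fold lower under AZC (log2 ratio −5.35, standard error 0.58, adjusted p = 2.7e-04 from limma), 37.8-fold lower under PEG (log2 ratio −5.24, adjusted p = 3.7e-04; the spot was saturated in 1 of 4 hybridizations) and 12.0-fold lower under TUN (log2 ratio −3.58, adjusted p = 0.0051). The TUN replicates lay at −1.97 and −5.20, a standard deviation of 2.29, and the call under TUN was lost when TUN was fitted by itself (adjusted p = 0.0616). PSAD (AW570274), a subunit of photosystem I and the other named spot of photosynthesis, had log2 ratios of 0.09 under TUN (adjusted p = 0.767) and 0.38 under PEG (adjusted p = 0.0627). The glyceraldehyde-3-phosphate dehydrogenase clone AW567734, of the Calvin cycle, was 4.45-fold lower under PEG (log2 ratio −2.15, standard error 0.16, adjusted p = 7.3e-05). The group is too small among the named spots for a set test.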

In fact, a common effect of osmotic and ER stresses revealed by the microarray analysis was a general decrease in the expression of photosynthesis-related genes, including genes that encode the oxygen-evolving enhancer protein, chlorophyll a/b binding protein, small subunit of RuBisCO, NADPH-protochlorophyllide oxidoreductase (involved in chlorophyll biosysnthesis), a thylakoid membrane phosphoprotein and others. There are at least 32 redundant clones involved in photosynthesis that are down-regulated by all three treatments (Table 1). Consistent with photosynthesic inhibition was our observation of three starch synthase homolog cDNAs, and two clones related to cinnamoyl-CoA reductase, a lignin synthesis-related gene being repressed by both stresses (Table 1). 

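Granule-bound starch synthase, which makes the amylose of starch, was named on 4 clones of 1 gene, and each that was tested fell under each treatment. Under TUN 3 of 3 tested clones fell, and under AZC and PEG 4 of 4 fell (camera, adjusted p = 2.7e-10, 2.5e-17 and 1.8e-14; 8.9e-08, 1.6e-11 and 8.7e-10 with an estimated correlation), with the same counts when adjusted over the list alone. All 4 clones come from the paper's tables, so that the direction is not independent evidence, and clones of 1 gene do not vary independently. The clone AW472193 was 8.71-fold lower under TUN (log2 ratio −3.12, standard error 0.17, adjusted p = 9.2e-06 from limma), 34.3-fold lower under AZC (log2 ratio −5.10, adjusted p = 1.8e-07) and 10.8-fold lower under PEG (log2 ratio −3.44, adjusted p = 1.1e-05). The clone AW472190 was 11.9-fold lower under AZC and 6.55-fold lower under PEG. The clone AW508018 had log2 ratios of −1.38, −1.56 and −0.98, and the clone AI940891 of −0.64, −0.87 and −1.23, under TUN, AZC and PEG. The call of AI940891 under TUN was lost with centring on the median in place of loess (adjusted p = 0.0782) and without TUN replicate 1 (0.164), and that under AZC without AZC replicate 1 (0.133). The calls of AW508018 were lost under TUN without TUN replicate 1 (adjusted p = 0.100), under AZC without AZC replicate 1 (0.143), and under PEG without either PEG replicate (0.461 without PEG replicate 2) and in several other settings.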

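CYP93E1 (AW507877), a cytochrome P450 monooxygenase, was 5.00-fold lower under TUN (log2 ratio −2.32, standard error 0.38, adjusted p = 0.0053 from limma) and 4.18-fold lower under AZC (log2 ratio −2.06, adjusted p = 0.0078). Under PEG its log2 ratio was −1.26, below 0 in all 4 hybridizations, but it did not pass the test (adjusted p = 0.0680), although it did with PEG fitted by itself (adjusted p = 8.3e-05). The replicates were spread widely, at −3.15 and −1.50 under TUN and at −2.71 and −1.42 under AZC. MIPS (AI941146), myo-inositol-1-phosphate synthase, was 1.77-fold lower under TUN (log2 ratio −0.82, standard error 0.13, adjusted p = 0.0053), 2.67-fold lower under AZC (adjusted p = 1.1e-04) and 2.50-fold lower under PEG (adjusted p = 2.1e-04), the call under TUN being lost with only the hybridizations treated in Cy3 (adjusted p = 0.0641). The call of CYP93E1 under AZC was lost without AZC replicate 1 (adjusted p = 0.263).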

Another class represented in the co-repressed category included members involved in hormone biosynthetic pathways, such as 1-aminocyclopropane-1-carboxylate oxidase (*ACC*, AW508290), involved in ethylene biosynthesis [58], an IAA-amino acid conjugate hydrolase (AW278733), which regulates the level of the auxin indole-3-acetic acid [IAA; [59]], geranylgeranyl hydrogenase and cytochrome P450 monooxygenase that participate in the gibberellin (GAs) biosynthetic pathway [60,61].

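On the arrays, the glutathione S-transferase GSTU41 (AW397276) was raised by all 3 treatments. In the paper's RT-PCR, on another cultivar, the glutathione S-transferase transcripts were not induced by tunicamycin. GSTU41 was 2.88-fold higher on the arrays under TUN (log2 ratio 1.53, standard error 0.13, adjusted p = 1.3e-04 from limma), 2.35-fold higher under PEG (log2 ratio 1.23, adjusted p = 2.1e-04) and 1.59-fold higher under AZC (log2 ratio 0.67, adjusted p = 0.0084). The rise was smaller under AZC than under TUN (log2 difference −0.85, standard error 0.18, adjusted p = 0.0464), whereas the difference between PEG and TUN did not pass the test (log2 difference −0.29, adjusted p = 0.458). Its call under AZC was lost when either AZC replicate was left out (adjusted p = 0.261 without AZC replicate 2).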

The overlap in genes that shared the up-regulated response revealed two cDNA fragments that encode putative transcription factors belonging to the NAM family (NAC and ATAF2 homologs), two clones that encode DCD-domain-containing proteins (N-rich proteins), two encoding glutathione-S-transferase, a *UBA *protein gene, an eukaryotic translation initiation factor 5 (*eIF5*) gene and two cDNAs whose function is unknown (Table 1). A more precise analysis using real-time RT-PCR confirmed a significant induction of co-up-regulated transcripts by tunicamycin, AZC or PEG treatment, except for glutathione-S-transferase (GST) mRNAs which did not show induction by tunicamycin (Figure 4).

**Figure 4:**
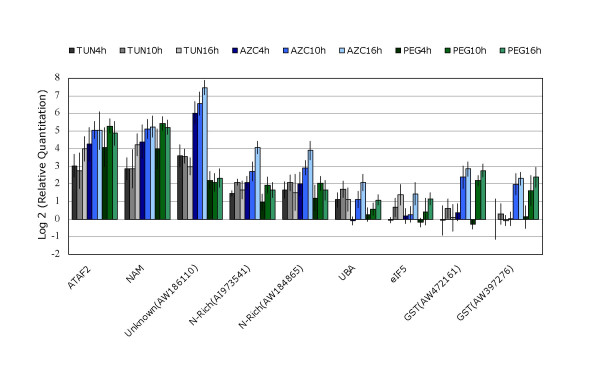
Time course of transcript induction of the co-up-regulated genes by tunicamycin, AZC and PEG treatments. The fold variation (± SD, n = 3 biological replicates) showed in log_2 _scale of gene expression was determined by real-time RT-PCR, from plants treated with tunicamycin (gray), AZC (blue), or PEG (green), for the indicated period of time. GenBank Accession numbers of certain clones are presented to help clone identification.

If these genes had a role in regulating this branch of the pathway, they would be predicted to be induced early. We tested this possibility with a time-course experiment. Real-time RT-PCR assays during induction demonstrated that the *NAC*-containing proteins *ATAF2 *and *NAM *exhibited an early kinetics of induction, consistent with their putative role as transcriptional factors (Figure 4). Four-hour treatments were sufficient to saturate their expression, which remained high for the duration of the experiment. A similar kinetic pattern was observed for the *N-rich *DCD-domain transcripts AI973541 and AW184865, which were strongly induced at 4 h and reached maximum accumulation at 10 h post treatment. Accordingly, the *N-rich *(AW184865) gene has been shown to be rapidly induced during the hypersensitive response in soybean [62]. In contrast to the early induction of the *NAC *and *N-rich *related genes by ER and osmotic stresses, the induction of the remaining co-up-regulated genes occurred with delayed kinetics (Figure 4). The induction of the *UBA*, *eIF5*, *GST *(AW472161) and *GST *(AW397276) transcripts was initially detected by 10 h post-treatment and continued to increase through the 16 h time point. The kinetic pattern of the co-up-regulated genes clearly defined a class of early response genes that may have regulatory functions and delayed genes that may exhibit protective functions.

To examine directly the interactions of ER and osmotic stress on the co-up-regulated response, we analyzed whether the combination of AZC and PEG treatments promoted an additive increase in expression (Figures 5A and 5B). Five of the nine co-induced genes that we examined (asterisks) were induced by both stimuli in a more than additive fashion. Thus, the ER-stress and osmotic-stress signaling responses are integrated in a synergistic, convergent manner at the gene activation level. In this non-additive response, we also observed integration of the pathways by epistasis as PEG treatment reduced drastically the effect of AZC on the induction of the unknown gene (Figure 5A).

**Figure 5:**
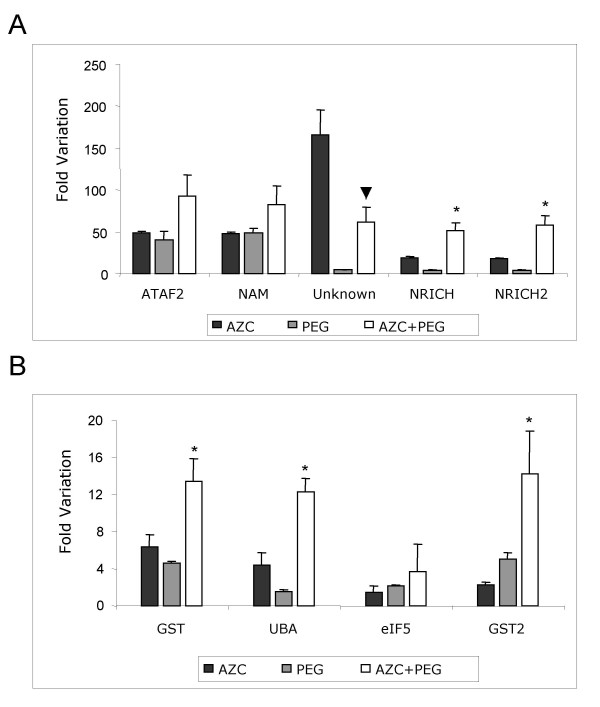
Synergistic induction of gene expression by the combination of PEG and AZC treatments. Values from fold variation of gene expression are the mean ± SD from three biological replicates, as determined by real-time RT-PCR. Plants were treated for 16 hours with AZC, for 10 hours with PEG, or for 6 hours with AZC only, and then 10 hours with a combination of AZC and PEG. Values for AZC 6 h + (AZC+PEG) 10 h are relative to H_2_O control treatment for 16 hours (± SD, n = 3 biological replicates). Non-additive responses are indicated by asterisks (synergism) and arrowhead (epistasis).

## Discussion

Using a cDNA microarray potentially representing approximately 5,700 soybean gene tags, our expression profiling in response to ER stress and osmotic stress provided an unprecedented view of the overlapping transcriptional responses to ER stress and osmotic signaling. However, in searching for crosstalk between these two signaling pathways, we detected a much larger change for the UPR-regulated transcripts than was reported in *Arabidopsis *[34,35]. Given that a plant is constantly adapting to its environment and its physiological status will impact the overall response to stress [36], one may consider that some of the changes reported here are associated with specific conditions of our experimental design. For instance, to induce ER stress both AZC and tunicamycin were directly taken up through the cut petiole of young soybean plants and vascularly translocated to their leaves. Excision of the petiole would not be expected to elicit a wound response [63] and any effects due to tissue treatments would be accounted for by inclusion of untreated cut petiole controls to prevent wounding-specific changes from being included as variation in ER-stress responses. To extend the candidate gene list of the overlapping ER-stress and osmotic signal responses, we used a relative low stringency cutoff criterion for variation in expression (close to a 2-fold change in expression level). Additionally, we used an experimental design based on two-biological plus two-technical replicates to minimize detection of random and technical variations. The validity of the approach was supported by the fact that our results revealed the major branches of the ER-stress response as well as the major osmotically regulated changes reported in other surveys [34-38]. In addition, the coordinate induction of a subset of genes by both ER and osmotic stresses was confirmed by real time RT-PCR (Figure 4).

Our results indicated that genes encoding ER chaperones and folding catalysts, such as BiP, calnexin and PDI, were antagonistically affected by the PEG-induced osmotic signal and activation of the UPR. While the UPR-mediated up-regulation of the ER molecular chaperones is a conserved feature in eukaryotic cells (for review see [20]), coordinate down-regulation of these proteins by PEG-induced dehydration has not been previously described. In fact, previous studies describing drought- or osmotic-stress responses have focused on just a small subset of ER molecular chaperones. For instance, in spinach, drought stress has been shown to reduce the BiP mRNA level, whereas in soybean and tobacco, a subset of BiP transcripts has been shown to be up-regulated by PEG-induced osmotic stress, water deficit or ABA treatment [13,42,64,65]. The apparent contradiction of these results has been explained as a function of the plant background in which the BiP basal level and the cellular secretory activity would signal the necessity of BiP up- or down-regulation under drought. More recently, genomic scale information on stress-induced changes has allowed a more in-depth view of the scenario for reprogramming plant gene expression as the result of interaction of the plant with the environment. A recent wide-genomic analysis of PEG-specific changes in maize clearly demonstrated that a large fraction of down-regulated transcripts are represented by protein biosynthesis-related genes [66]. These results are not surprising as PEG-induced cellular dehydration is expected to slow down protein synthesis. Under these conditions, a repression of ER folding activities by the osmotic signal would permit the ER protein processing capacity to be balanced with the low rate of protein synthesis. Our results showing a coordinate down-regulation of ER molecular chaperones in response to PEG treatment fit quite well with this current model of coupling ER protein processing capacity to the rate of protein synthesis [67]. However, whether the decrease in the ER protein processing capacity is a primary response to the osmotic signal or a consequence of the limitation in the overall protein synthesis rate under cellular dehydration remains to be determined.

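Counted as the clones raised by both TUN and AZC or raised by PEG, 4.78% were raised by all 3 treatments. Clones not tested in every treatment count here as not shared, which lowers the share. Among the clones tested in all 3, 66 were raised by both TUN and AZC, 172 by PEG and 13 by all 3. At the paper's fold limits and t-test, applied to the ratios normalized here, the share was 5.28%, and applied to the authors' own normalized ratios it was 5.10%. The BiP clones AW509482 and AW507892 and the calnexin clone AW508066, among the 10 largest rises under TUN and under AZC, lie outside the shared set. So do the seed maturation protein clones PM30 and PM34, which head the PEG response. On the arrays, the LOX1.1 clone AW508203 and GSTU41 lie inside the shared set. The paper's RT-PCR, however, did not find the glutathione S-transferase transcripts induced by tunicamycin.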

The present ER-stress- and osmotic-stress-induced transcriptional studies demonstrate a clear predominance of stimulus-specific positive changes over the shared response (5.5% of the total up-regulated genes). This scenario indicates that PEG-induced cellular dehydration and ER stress elicited very different up-regulated responses within a 10-h stress treatment regime. In contrast, we observed a much larger overlap of the down-regulated response. 

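For the lowered clones the share found in all 3 treatments was 21.1%, counted over the clones lowered by both TUN and AZC or by PEG. Clones not tested in every treatment lower this share too. Among the clones tested in all 3, 89 were lowered by both TUN and AZC, 264 by PEG and 71 by all 3. At the paper's fold limits and t-test, applied to the ratios normalized here, 84 clones were lowered by all 3, a share of 33.5%, and applied to the authors' own normalized ratios 77 were, a share of 39.9%. The chlorophyll a/b-binding protein clone, starch synthase, the GS-2 clone AI736144 and MIPS are among those that limma called lower in all 3. The paper proposes that such clones form a general response to abiotic stresses, as they reflect an inhibition of photosynthesis and development.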

From the 195 clones significantly down-regulated in the microarray analysis, 75 cDNAs (38%) were found to be down-regulated by all the stress treatments. These possibly represent a general stress response. In fact, a large fraction of the genes down-regulated in all treatments consist of photosynthesis-related genes, such as chlorophyll a/b binding protein, components of photosystems I and II and the small subunit of RUBISCO, as well as genes associated with development, for example, those encoding enzymes involved in hormone biosynthetic pathways. Recently, a cDNA microarray analysis revealed that photosynthesis-related genes were down-regulated by PEG treatment of maize seedlings [66]. Likewise, similar studies in other plant species have demonstrated that inhibition of photosynthesis is a common general response to drought, cold, high salinity and ABA [37,68].

Our data provide evidence that the up-regulated response common to all treatments was indeed an integrated pathway reflecting crosstalk between the UPR and osmotic stress signaling. A combination of the ER stress- and osmotic stress-induced treatments promoted a synergistic effect on the induction level of the common up-regulated genes although to a different extent for various genes (Figure 5, asterisks). These results indicate that information transfer between the signaling pathways occurs through the shared, integrated response with the potential to alter or to intensify the output of the different pathways. Furthermore, they suggest that the ER stress and osmotic signaling pathways are likely to converge on the co-regulated target genes at the level of gene activation. Based on these observations, we considered as components of the integrated pathway only the subset of the co-regulated genes that were synergistically induced by the simultaneous treatment of the soybean plants with AZC and PEG (Figures 5A and 5B, asterisks). Comparison of the overlapping positive responses at different time points classified the integrative genes as having early or delayed effects. The early genes include the homolog cDNAs for *ATAF2 *and *NAM*, which belong to the *NAC *gene family of trans-acting factors (for review see [69]). Several members of this family of plant specific DNA-binding proteins have been shown to exhibit transcriptional activation [5,55,70-72]. The delayed genes consisted of functional genes which may exhibit cytoprotective properties, such as UBA (ubiquitin-associated) domain protein, possibly involved in the ubiquitin pathway. Osmotic and ER stresses are known to generate reactive oxygen species that trigger the induction of the antioxidant system [73-75]. These results provide a critical framework for future studies on the elucidation of the pathways integrating ER stress and osmotic signals.

With respect to the underlying mechanism of BiP-mediated increases in water deficit tolerance that provided the foundation for pursuing these studies, the results of the microarray analysis highlighted relevant insights. The observed PEG-mediated down-regulation of ER molecular chaperones may imply that, unlike tunicamycin, PEG treatment does not cause protein misfolding in the ER. This finding argues against the need to maximize the ER protein processing capacity for cellular recovery from the osmotic stress. Therefore, under the PEG-induced stress conditions of our experiments, which mimic drought stress in soybean, an ectopic increase of ER molecular chaperone activities per se could not counteract the global deleterious effects of the osmotic stress. In view of these observations, it is reasonable to assume that the protective role of BiP against water dehydration may not be associated with its molecular chaperone activity, but rather it may be linked to its regulatory role as a sensor of the ER stress signal [14,26]. Like in mammalian cells, the induction of BiP in plants has been shown to block ER stress signals [76]. How might a block in the ER stress signal by high BiP concentrations affect osmotic signaling? The finding that these signaling pathways converge upon the integrative genes to potentiate the cellular response provides the molecular link that would permit the flow of the integrated information to be controlled by a regulator of either one of the stress signals. Additional experiments will be required to elucidate the physiological consequences of activation of the integrated pathway and to determine how or if manipulation of BiP levels might affect the response.

The integrative genes, such as *ATAF2 *homolog and the *N-rich *genes, have been linked to the pathogen response and programmed cell death [PCD; [77,78]]. Overexpression of the Arabidopsis *ATAF2 *gene in transgenic lines led to repression of a number of pathogenesis-related protein genes, whereas their levels were increased in *ATAF2 *knock-out lines [77]. ATAF2 belongs to the *NAC *gene family that is represented by 109 members in the Arabidopsis genome [79] and 20 of these are present in the leaf senescence dbEST [80]. Additionally, many groups have reported expression of *NAC *genes in senescing leaves [80-84] and a NAC transcription factor (NAM-B1) isolated from wheat has been shown to regulate leaf senescence [85]. As for the *N-rich *genes, they encode a DCD (development and cell death) domain which is thought to be involved in the hypersensitive response and programmed cell death [62,78]. Based on the putative roles of the integrative genes, the possibility that the integrated pathway might transduce a PCD signal generated by prolonged ER stress and osmotic stress warrants further investigation.

## Conclusion

The present ER-stress- and osmotic-stress-induced transcriptional studies demonstrate a clear predominance of stimulus-specific positive changes over shared responses on soybean leaves. This scenario indicates that PEG-induced cellular dehydration and ER stress elicited very different up-regulated responses within a 10-h stress treatment regime. In contrast, we observed a much larger overlap of the down-regulated response with a predominance of phothosynthesis-related and developmental genes that may represent a general response to stress. In addition to identifying ER-stress and osmotic-stress-specific responses in soybean (*Glycine max*), our global expression-profiling analyses provided a list of candidate regulatory components, which may integrate the osmotic-stress and ER-stress signaling pathways in plants. A combination of the ER stress- and osmotic stress-induced treatments promoted a synergistic effect on the induction level of the common up-regulated genes, indicating that the ER stress response integrates the osmotic signal to potentiate transcription of shared target genes. These studies thus provide the groundwork for further investigations into the physiological relevance of activation of the integrative pathway and into the involvement of the ER-stress sensor BiP in the response.

## Methods

### Plant growth and stress treatments

For the microarray experiments, soybean (*Glycine max*) seeds (cultivar Dare) were germinated in soil (MetroMix-360, Scotts, Marysville, OH) in a growth chamber with a day/night cycle of 9/15 h at 26°C/22°C. The aerial portions of three-week-old plants were excised below the cotyledons and directly placed into 15 ml of 10% (w/v) polyethylene glycol (PEG; MW 8000, Sigma, St. Louis, MO), 10 μg/ml tunicamycin (Sigma) or 50 mM L-azetidine-2-carboxylic acid (AZC, Sigma) solutions. The first trifoliate leaves were harvested after 16 h of PEG or AZC treatment (water control) and after 24 h of tunicamycin treatment (DMSO control, Sigma), then immediately frozen in liquid N_2 _and stored at -80°C until use. In all experiments two independent biological replicates were used.

For the real-time RT-PCR experiments, soybean seeds (cultivar Conquista) were germinated in soil and grown in greenhouse conditions (avg. 21°C, max. 31°C, min. 15°C) under natural conditions of light, relative humidity 70%, and approximately equal day and night length. The first trifoliate leaves of three-week-old plants were excised and fed, via the petiole, solutions that induce the osmotic (10% PEG w/v) or ER stress responses (10 μg/ml tunicamycin or 50 mM AZC). After treatments for the times indicated in figure legends, the stressed trifoliate leaves and their untreated counterparts were immediately frozen in liquid N_2 _and stored at -80°C until use. To avoid PEG interference in AZC uptake during the combined treatments we pre-treated the plants with AZC for six hours, when PEG was added for an additional 10 hours. Treatment with PEG and AZC simultaneously for 16 hours was found to give similar results. Each stress treatment and RNA extraction were replicated in three independent experiments.

### Generation of soybean microarrays

The microarray slides consisted of 5,760 amplified cDNA fragments from soybean libraries prepared from RNA of developing seeds [86]. ESTs from these libraries were placed into contigs to identify unigenes [86], therefore a low redundancy in our set of clones is expected. The cloned cDNA fragments were amplified with M13 primers, purified using PCR Cleanup Filter Plates (Millipore, Bedford, MA), and eluted in water (according to the manufacturer's protocol). An aliquot of each amplified fragment reaction was separated through a 1% (w/v) agarose gel and visualized with ethidium bromide to assess size, quality and quantity. The purified PCR products were transferred to 384-well plates, and diluted with an equal volume of DMSO (Sigma). Finally, the PCR products were arrayed onto UltraGAPS slides (Corning, Corning, NY) using a 417 TM Arrayer (Affymetrix, Santa Clara, CA), cross-linked by exposure to UV light at 250 mJ and baked at 75°C for 2 h.

Isoforms of the ER stress-related molecular chaperone BiP were amplified with gene-specific primers (see Additional file 7) and included in the arrays. They consisted of three soybean isoforms A, C and D [39,40].

### RNA extraction and labeled cDNA preparation

Total RNA was extracted from frozen leaves with TRIzol (Invitrogen, Carlsbad, CA) according to the instructions from the manufacturer, and further purified through silica columns. The quality and integrity of the RNA was monitored by spectrophotometry and agarose gel electrophoresis, respectively. For the microarray hybridizations, 10 μg of total RNA were reverse-transcribed with the SuperScriptTM Indirect cDNA Labeling System (Invitrogen) in the presence of cyanine-3-dUTP (Cy3-dUTP) or cyanine-5-dUTP (Cy5-dUTP; Amersham Biosciences, Piscataway, NJ) according to the manufacturer's instructions. RNA samples from each biological replicate were labeled twice, once with each dye, to control for dye-specific effects on the hybridizations.

For the real-time RT-PCR, 2 μg of total RNA were treated with DNase (Promega, Madison, WI) and fractionated through RNA purification columns (Qiagen, Valencia, CA). Reverse transcription was carried out using M-MLV reverse transcriptase (Invitrogen) and oligo-dT (18, IDT, Coralville, IA) primers (according to the protocol of the manufacturer). Prior to the real-time RT-PCR assays, the quality of the cDNA was assessed by PCR with gene-specific primers for ubiquitin associated protein (UBA; AW508375) to test for genomic DNA contamination, as these primers amplify a larger fragment size from genomic DNA than from cDNA.

### Microarray hybridization, scanning and data analysis

Soybean cDNA microrrays were subjected to a similar hybridization protocol as described by [87]. Briefly, the microarray slides were incubated for 45 min in 50 ml of a pre-hybridization buffer 5× SSC, 0.1% (w/v) SDS and 1% (w/v) of BSA (all from Sigma), washed sequentially in ultra-pure water and iso(2)-Propanol (Fisher, Waltham, MA), and air-dried. Slides were then incubated with Cy3- and Cy5-labeled cDNA (20 μl) from treated and control samples for 20 h at 42°C in a water bath protected from light. The hybridization buffer consisted of 0.5% SDS (w/v), 5× SSC, 5× Denhardt's, 50% (v/v) formamide, 0.5 μg/μl denatured calf thymus DNA (all from Sigma) and 0.5 μg/μl polyA RNA (Amersham Biosciences). Following incubation, slides were washed sequentially in three steps in the following solutions: (1) 1× SSC, 0.2% (w/v) SDS, (2) 0.1× SSC, 0.2% (w/v) SDS, and (3) 0.1× SSC.

Microarray slides were scanned at the Cy3 (530 nm) and Cy5 (650 nm) wavelengths with a ScanArray 4000 laser fluorescent scanner (Packard Bioscience, Perkin Elmer, Wellesley, MA), at a laser power of 100% and photomultiplier tube (PMT) gain of 75%. The image analysis and calculation of mean background-subtracted intensity of the spots were performed using QuantArray software version 2.2 (PerkinElmer). Normalization based on the LOWESS algorithm [88] and data analysis were performed using Genespring software version 7.2 (Agilent Technologies, Santa Clara, CA).

Genes were considered differentially expressed if they met both of two criteria. The first was an average fold change greater than 1.63 for PEG, 1.50 for TUN and 1.46 for AZC. These values were calculated based on the mean of gene expression ratio for each treatment plus two standard deviations (expression ratio values above 2 were not included for this calculation). This filtering criterion based on cut-off values of fold-change provided a pool of candidate genes differentially expressed. 

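The fold limits were recomputed from the mean over all clones of the ratio of treated over control plus 2 standard deviations, with ratios above 2 left out. From the authors' normalized ratios, the limit was 1.39 for TUN, 1.38 for AZC and 1.42 for PEG. From the ratios normalized here it was 1.49 for TUN over 5556 clones, 1.48 for AZC over 5592 and 1.47 for PEG over 5621. The mean ratio normalized here was 1.02 for TUN, 0.997 for AZC and 0.995 for PEG. A clone such as LOX1.1 under PEG, which rose by less than 1.5-fold, passes limma but lies under the paper's limit.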

The second criterion, based on the t-test, was used to determine the statistical significance of the differences observed for the selected genes. The null hypothesis of the t-test [(mean of log2ratio)/SE] was rejected at 5% of probability. Additionally, genes with greater differences in expression (above 2 fold) in both biological replicates (but not necessarily in both technical replicates) were considered differentially expressed. 

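Applied to the ratios normalized here, the methods' criteria called 269 clones up and 143 down by TUN, 248 up and 296 down by AZC, and 149 up and 218 down by PEG. Applied to the authors' own normalized ratios, they called 181 up and 129 down by TUN, 174 up and 181 down by AZC, and 118 up and 171 down by PEG. In those ratios 88 clones were raised and 99 lowered by both TUN and AZC, 10 were raised and 77 lowered by all 3 treatments, 8 were raised by TUN and AZC and lowered by PEG, and 1 was lowered by TUN and AZC and raised by PEG. The t-test uses the 4 hybridizations of a treatment, of which 2 in each case hold the same RNA. For the named clones of the paper's tables, which list 74 responses, 70 were tested here and 69 were called by limma in the same direction as in the paper.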

A low stringency in our microarray data analysis was applied because relative expression of genes co-regulated by stress treatments was more accurately measured by real-time RT-PCR.

Annotations and Arabidopsis homologs of the soybean clones were assigned based on the top BlastX predictions against the GenBank [89] and The Arabidopsis Genome Initiative databases [90]. For most of the corresponding proteins there is not a demonstrated biochemical function; therefore, we refer to them as "like" proteins.

*Note: *The data discussed in this publication have been deposited in NCBIs Gene Expression Omnibus [91] and are accessible through GEO Series accession number GSE8992.

### Real-time RT-PCR data analysis

For the quantitative RT-PCR assays, sequences of cDNA and primers are listed in Additional file 7. Analysis of expression of calnexin, an ER-stress responsive gene, and seed maturation protein PM30, a drought-induced gene, were used as positive controls for the respective stress treatments.

To select an endogenous control gene for data normalization in real-time RT-PCR analysis, we analyzed three genes encoding histone H2A, 60S ribosomal protein L30, and RNA helicase, which had been chosen because they had low and consistent expression ratios in the microarray results. The RNA helicase was used to normalize all values in the real-time RT-PCR assays, because it exhibited the lowest variation in expression values among treatments.

Real-time RT-PCR reactions were performed on an ABI7500 instrument (Applied Biosystems, Foster City, CA), using SYBR^® ^Green PCR Master Mix (Applied Biosystems). The amplification reactions were performed as follows: 2 min at 50°C, 10 min at 95°C, and 40 cycles of 94°C for 15 sec and 60°C for 1 min. To confirm quality and primer specificity, we verified the size of amplification products after electrophoresis through a 1.5% agarose gel, and analyzed the Tm (melting temperature) of amplification products in a dissociation curve, performed by the ABI7500 instrument.

Fold variation in gene expression was quantified using the comparative Ct method: 2^-(ΔCtTreatment – ΔCtControl), which is based on the comparison of expression of the target gene (normalized to the endogenous control) between experimental and control samples.

## Authors' contributions

ASTI carried out the experiments, the statistical analysis of the data and drafted the manuscript. MDLC and PAB assisted directly the qRT-PCR assay. PZ assisted the generation of soybean microarrays. RED designed the microarray experiments and critically reviewed the manuscript. RSB designed the experiments and critically reviewed the manuscript. EPBF designed the experiments and drafted the manuscript. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 Table S1. Genes up-regulated by TUN and AZC treatments, but not by PEG treament. The table lists and functionally categorizes genes up-regulated specifically by TUN and AZC treatments with the corresponding fold variations (in red). Click here for file

Additional file 2 Table S2. Genes down-regulated by TUN and AZC treatments, but not by PEG treatment. The table lists and functionally categorizes genes down-regulated specifically by TUN and AZC treatments with the corresponding fold variations (in blue). Click here for file

Additional file 3 Table S3. Genes up-regulated by PEG treatment, but not by AZC and TUN treatments. The table lists and functionally categorizes genes up-regulated specifically by PEG treatment with the corresponding fold variation (in red). Click here for file

Additional file 4 Table S5. Genes down-regulated by PEG treatment, but not by AZC and TUN treatments. The table lists and functionally categorizes genes down-regulated specifically by PEG treatment with the corresponding fold variation (in blue). Click here for file

Additional file 5 Table S6. Genes up-regulated by TUN, AZC and PEG treatments. The table lists and functionally categorizes genes up-regulated by all three treatments (TUN, AZC and PEG) with the corresponding fold variations (in red). Click here for file

Additional file 6 Table S6. Genes down-regulated by TUN, AZC and PEG treatments. The table lists and functionally categorizes genes down-regulated by all three treatments (TUN, AZC and PEG) with the corresponding fold variation (in blue). Click here for file

Additional file 7 Table S7: Genes analyzed by qRT-PCR and primers for soybean BiP isoforms. The table lists the genes analyzed by qRT-PCR and their corresponding primers. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

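RNA from leaves of soybean plants was compared on 2-colour cDNA arrays, treated against control on each array. There were 3 treatments (TUN against DMSO, AZC against water and PEG against water), 2 biological replicates of each and both dye orientations of each replicate, 12 hybridizations in all. The labels give the condition, the replicate and the dye of each. They do not say whether the same water plants served AZC and PEG.

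The scanner files hold, for 5760 spots and in arbitrary units of intensity, the mean foreground, the local background and its spread in Cy3 and Cy5. The paper names QuantArray 2.2 for this step, whereas the file headers name ScanArray Express. The hybridization of PEG replicate 2 with the treated RNA in Cy5 was quantified by another method than the others. The hybridizations were quantified on 4 days, and all 6 with the treated RNA in Cy3 share 1 of them. The authors' own table holds background-subtracted, LOWESS-normalized log2 ratios of treated over control. Its scale and direction were found from the values.

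Background was corrected by normexp with an offset of 50, each array was normalized by global loess, and spots that the scanner software had marked with 1 or 4 were left out. The files do not say what the marks stand for. The ratio was turned to treated over control by the dyes of the labels, and the dye-swap pair was averaged to 1 value per biological replicate, with both orientations required. That requirement was set after the files had been seen and before any count was known. A spot was tested when its foreground lay above the local background plus 2 of its standard deviations on at least 3 of 4 hybridizations in at least 1 of 6 RNA groups. The 2 scanner files of PEG replicate 1 were used exchanged, a pairing chosen after their correlations with the authors' ratios had been seen.

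limma 3.58.1 in R 4.3.3 was fitted to the 6 values of each clone with 1 coefficient per treatment, an intensity trend and empirical Bayes variances (prior degrees of freedom 6.20). Each treatment was tested against 0 and the treatments against each other, with Benjamini-Hochberg adjustment and a threshold of 0.05. The number of clones tested was 4905 for TUN, 5023 for AZC and 4345 for PEG. Dye-swap pairs correlated across clones at r = 0.400 (PEG replicate 2) to 0.797 (AZC replicate 1). Their rank correlations ran from 0.077 (PEG replicate 2) to 0.460 (TUN replicate 1). On simulated data of the same size, 2-fold changes were found for 97.8% of clones under TUN and 100% under AZC and PEG, and false calls were 10.5% of the calls for TUN, 13.8% for AZC and 11.3% for PEG, above the 5% aimed at. The simulation gave every array the same technical spread. In the data, the standard deviation of the dye-swap difference was 0.582 and 0.809 for PEG, against 0.454 and 0.467 for AZC and 0.432 and 0.586 for TUN. The simulated shares thus leave out the wider spread of PEG.

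The platform's table names 253 spots, and spots outside it are counted but not named. Clones named in the text are those that the paper names in its Results, Table 1 or Figure 2, whose published values had been seen before, and for each treatment the 10 largest rises and the 10 largest falls among called clones with the same direction in both replicates. Other named clones were chosen after their values had been seen. Gene lists were tested by camera in limma with a set correlation of 0.01, and again with the correlation estimated and with 1 clone per gene, in 33 tests. As planned, they were also tested by fry in limma, on the clones with a value in every biological replicate. The lists for ER chaperones and folding, ER-associated degradation, ribosomal proteins, translation factors, cytosolic heat shock proteins, LEA proteins and dehydrins, osmoprotectants, antioxidant defence, photosynthesis, starch synthesis, phenylpropanoids, NAC factors, protein phosphatases, wound and defence responses, lipid transfer proteins, seed storage proteins, histones and the cytoskeleton were fixed before the data were seen. Those for transcription factors, fatty acid synthesis, nitrogen and sulfur assimilation and vacuolar proteases were fixed before the fits were run, but after the probe names, the paper's fold changes and the authors' ratios of 2 spots had been seen.

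The alternatives tried were plain subtraction, no background correction, median centring, print-tip loess, no filter, a stricter filter, no intensity trend, all 12 hybridizations with a dye term and the biological replicate as a random block, the authors' ratios, a replicate block, a separate fit per treatment, the paper's fold limits and t-test in several forms, each dye orientation alone and leaving out each biological replicate. After seeing the data, 6 more were added. The RT-PCR and the PCR products of the BiP isoforms are not analysed here.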

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

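Values that stood far from the other 3 hybridizations of their treatment were found in 4 of 15 groups of array measures and 9 of 115 groups of clone ratios; chance alone gives about 1 in 20, and the groups hold dye-swap pairs, which share RNA. All of these were singled out after the values had been seen. AZC replicate 2 treated in Cy5 had 579 spots marked by the scanner software, against 60 to 128 in the others of AZC. TUN replicate 1 treated in Cy3 had a Cy3 signal over background of 6.18, against 4.44 to 4.68. PEG replicate 2 treated in Cy5 had 82.7% of Cy3 spots and 44.7% of Cy5 spots above background, against 100% and 97.0 to 100%. Among the clones, the log2 ratio of a single hybridization was −1.87 for AI736144 (GS-2) in AZC replicate 2, treated in Cy5, against −1.07 to −0.95; −1.20 for AW567734 (glyceraldehyde-3-phosphate dehydrogenase A subunit) in PEG replicate 1, treated in Cy5, against −2.61 to −2.40; −0.66 for AW508411 (5-adenylylsulfate reductase) in PEG replicate 1, treated in Cy5, against −1.53 to −1.39; −1.53 for AW101186 (SHOOT1) in TUN replicate 2, treated in Cy3, against −0.72 to −0.57; −0.83 for AW102551 (metal ion binding protein) in TUN replicate 2, treated in Cy5, against 0.04 to 0.17; 1.12 for AW457909 (NAC3) in TUN replicate 2, treated in Cy3, against 0.34 to 0.43; 0.25 for AW508769 (ALDH7B1) in AZC replicate 2, treated in Cy5, against −0.56 to −0.46; 0.42 for AW397256 (PM41) in AZC replicate 1, treated in Cy3, against 0.06 to 0.11; 4.68 for AW508066 (calnexin homolog precursor) in TUN replicate 2, treated in Cy5, against 5.12 to 5.21.

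Of 211 named clones outside the paper's tables, 25 were called under at least 1 treatment; the paper does not report on them, and they are named here after their values had been seen. Under TUN, these rose on the log2 scale: AW186200 (PAA1) at 0.92 (adjusted p = 0.0161), AW278795 (PPCK3, phosphoenolpyruvate carboxylase kinase) at 0.82 (adjusted p = 0.0341) and AW472360 at 0.51 (adjusted p = 0.0408). Under TUN, these were lower on the log2 scale: AW432893 at −1.36 (adjusted p = 0.0130) and AW279101 (VPE2, vacuolar processing enzyme) at −1.36 (adjusted p = 0.0053). Under AZC, these rose on the log2 scale: AW507677 (WRKY33, WRKY transcription factor) at 0.93 (adjusted p = 0.0236). Under AZC, these were lower on the log2 scale: AI941229 (CG-1, beta-conglycinin) at −0.62 (adjusted p = 0.0254), AW471566 at −0.73 (adjusted p = 0.0149), AW568823 (EU3, urease accessory protein Eu3) at −1.23 (adjusted p = 0.0026), AW471558 (FAD2-3, omega-6 fatty acid desaturase) at −1.10 (adjusted p = 4.1e-04), AI959792 (SODB, iron superoxide dismutase) at −1.34 (adjusted p = 0.0034), AW185997 (MYBZ2, MYB transcription factor) at −0.73 (adjusted p = 0.0056), AW472360 at −1.31 (adjusted p = 1.1e-04), AW509423 (DHAR3, dehydroascorbate reductase (glutathione-dependent)) at −0.87 (adjusted p = 0.0092), AW507753 (GSTF5, glutathione S-transferase phi) at −0.72 (adjusted p = 0.0100) and AW509087 (ACPD, stearoyl-ACP desaturase) at −1.03 (adjusted p = 0.0036). Under PEG, these rose on the log2 scale: AW102526 (BZIP121, bZIP transcription factor) at 0.82 (adjusted p = 0.0133), AW568832 (VPE, vacuolar processing enzyme) at 0.80 (adjusted p = 0.0226) and AI940815 (PM29, seed maturation protein PM29) at 0.45 (adjusted p = 0.0070). Under PEG, these were lower on the log2 scale: AW570398 (SOYCTA) at −0.76 (adjusted p = 2.7e-04), AW507924 (ACCC-3, acetyl-CoA carboxylase biotin carboxylase subunit) at −0.58 (adjusted p = 0.0140), AW471665 (glutathione S-transferase GSTU3) at −0.41 (adjusted p = 0.0123), AW471558 (FAD2-3, omega-6 fatty acid desaturase) at −0.83 (adjusted p = 0.0024), AW508958 (GY4, glycinin G4) at −0.60 (adjusted p = 0.0472), AW472360 at −0.65 (adjusted p = 0.0084), AW598221 at −0.65 (adjusted p = 0.0028), AW279086 (AUX28, auxin-induced protein) at −0.30 (adjusted p = 0.0203) and AW569129 (GF14C, 14-3-3 protein) at −0.76 (adjusted p = 0.0120). Each lay on the same side of 0 in all 4 hybridizations, except AW471665 under PEG (2 of 4) and AW279086 under PEG (3 of 4). The calls under a treatment were lost when one of its own replicates was left out as follows: without TUN replicate 1 those of AW432893, AW186200, AW278795, AW279101 and AW472360; without TUN replicate 2 those of AW278795 and AW472360; without AZC replicate 1 those of AI941229, AW471566, AW507677, AW568823, AI959792, AW509423, AW507753 and AW509087; without AZC replicate 2 those of AI941229, AW507677, AW185997, AW509423 and AW507753; without PEG replicate 1 those of AW568832, AW472360 and AW569129; without PEG replicate 2 those of AW102526, AW507924, AW471665, AW471558, AW568832, AW508958, AI940815, AW472360, AW279086 and AW569129. AW472360 is one of the 3 clones that TUN raised and AZC lowered; its call under TUN was also lost with the replicate block (adjusted p = 0.0501), the authors' normalized ratios (0.0661), no intensity trend (0.0540), TUN fitted by itself (0.156) and only the hybridizations treated in Cy5 (0.786), and when any replicate of AZC or PEG was left out.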

How the results depend on the processing

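Chosen after the data had been seen were the settings with the scanner files as listed, with marked spots kept, with 1 orientation enough, without the PEG hybridization quantified by another method, with the quantitation day as a random block and within 1 quantitation day; all others were set before the data were examined. The numbers of clones raised and lowered by each treatment stayed within 1.5 times of those reported with plain subtraction, no background correction, print-tip loess, no intensity trend, the dye term and the authors' normalized ratios. With no filter no count changed, so that this setting tests nothing. Among the biological replicates, calls of named clones rest most on PEG replicate 2: without it 30 of their values lost the call, against 13 without PEG replicate 1, 21 and 16 without AZC replicates 1 and 2, and 10 and 3 without TUN replicates 1 and 2. A replicate left alone in its treatment is assumed to vary like the others. Among the settings that leave out 1 biological replicate, the lowest counts came without TUN replicate 1 for clones raised by TUN, without AZC replicate 1 for those changed by AZC and without PEG replicate 2 for those changed by PEG. In simulated data of this size, 51.1% of 1.5-fold changes were found for TUN, 56.8% for AZC and 60.5% for PEG. Every simulated array had the same technical spread, so that these shares do not rank the treatments. The biological replicate number as a block across treatments (replicate block) gave 234 clones raised and 148 lowered by TUN, 199 and 250 by AZC, and 188 and 300 by PEG. For the changes below the cause was not tested, apart from settings that hold fewer clones or hybridizations.

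With plain subtraction of the background, 8 clones were raised by all 3 treatments and 44 different between AZC and TUN. With no background correction, 60 clones were different between AZC and TUN. With median centring in place of loess, 710 clones were raised by AZC, 618 lowered by AZC, 324 raised by PEG and 6 lowered by TUN and AZC but raised by PEG. With print-tip loess, 0 clones were lowered by TUN and AZC but raised by PEG. With a stricter filter, which leaves fewer clones to test, 131 clones were raised by TUN, 119 raised by AZC, 169 lowered by AZC and 57 raised by TUN and AZC. Without an intensity trend in the variance, 7 clones were raised by all 3 treatments, 0 lowered by TUN and AZC but raised by PEG, 34 different between AZC and TUN and 142 different between PEG and TUN. With all 12 hybridizations and a dye term, 5 clones were lowered by TUN and AZC but raised by PEG, 171 different between AZC and TUN, 338 different between PEG and TUN and 360 different between PEG and AZC. From the authors' normalized ratios, 5 clones were lowered by TUN and AZC but raised by PEG. With a separate fit per treatment, 112 clones were raised by TUN, 81 lowered by TUN, 7 raised by all 3 treatments and 0 lowered by TUN and AZC but raised by PEG. At the paper's criteria, 0 clones were lowered by TUN and AZC but raised by PEG. With limma and the paper's fold limits, 8 clones were raised by all 3 treatments.

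With the methods' t-test without a fold limit, 450 clones were raised by TUN, 361 lowered by TUN, 486 raised by AZC, 548 lowered by AZC, 346 raised by PEG, 161 raised by TUN and AZC, 180 lowered by TUN and AZC and 29 raised by all 3 treatments. With the methods' t-test after Benjamini-Hochberg adjustment, 0 clones were raised by TUN, 1 lowered by TUN, 49 raised by AZC, 78 lowered by AZC, 1 raised by PEG, 2 lowered by PEG, 0 raised by TUN and AZC, 0 lowered by TUN and AZC, 0 raised by all 3 treatments, 0 lowered by all 3 treatments, 0 raised by TUN and AZC but lowered by PEG and 0 lowered by TUN and AZC but raised by PEG. With only the hybridizations treated in Cy5, 123 clones were raised by TUN, 101 raised by AZC, 144 lowered by AZC, 44 raised by TUN and AZC, 6 raised by all 3 treatments, 31 different between AZC and TUN, 80 different between PEG and TUN and 113 different between PEG and AZC. With only those treated in Cy3, 75 clones were lowered by TUN, 63 lowered by TUN and AZC and 0 lowered by TUN and AZC but raised by PEG. Leaving out each biological replicate in turn gave from 112 to 299 raised by TUN, from 86 to 238 raised by AZC, from 104 to 301 lowered by AZC, from 69 to 227 raised by PEG, from 110 to 351 lowered by PEG, from 41 to 128 raised by TUN and AZC, from 65 to 104 lowered by TUN and AZC, from 3 to 21 raised by all 3 treatments, from 47 to 81 lowered by all 3 treatments, from 3 to 7 raised by TUN and AZC but lowered by PEG, from 0 to 5 lowered by TUN and AZC but raised by PEG, from 25 to 191 different between AZC and TUN, from 69 to 293 different between PEG and TUN and from 83 to 312 different between PEG and AZC.

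Without the PEG hybridization quantified by another method, 130 clones were raised by TUN, 80 lowered by TUN, 119 raised by AZC, 152 lowered by AZC, 52 raised by TUN and AZC, 60 lowered by TUN and AZC, 8 raised by all 3 treatments, 46 lowered by all 3 treatments, 0 lowered by TUN and AZC but raised by PEG, 33 different between AZC and TUN, 134 different between PEG and TUN and 140 different between PEG and AZC. Within the 1 quantitation day that holds all 3 treatments in Cy5, 179 clones were lowered by PEG and 172 different between AZC and TUN. With the scanner files of PEG replicate 1 as listed, 18 clones were raised by TUN, 1 lowered by TUN, 49 raised by AZC, 16 lowered by AZC, 0 raised by PEG, 0 lowered by PEG, 13 raised by TUN and AZC, 1 lowered by TUN and AZC, 0 raised by all 3 treatments, 0 lowered by all 3 treatments, 0 raised by TUN and AZC but lowered by PEG, 0 lowered by TUN and AZC but raised by PEG, 1 different between AZC and TUN, 0 different between PEG and TUN and 9 different between PEG and AZC. In that setting limma gave 51 higher and 34 lower clones for PEG at an unadjusted p under 0.05.

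Called PEG ratios of 9 named clones turned sign with the scanner files as listed, to log2 ratios of 0.028 for AW570398, −0.035 for AW397276, 0.14 for AW508928, 0.022 for AW472360, 0.21 for AW509482, −0.34 for AW397256, 0.16 for AW598221, −0.033 for AI794656 and 0.17 for AW508802. With only the hybridizations treated in Cy5 it was 0.067 for AW471665, and within 1 quantitation day 0.028 for AW101186, 0.064 for AW471665 and 0.0061 for AW279086. None of these turned values passed the test (lowest adjusted p = 0.738).

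Of 11 list tests past the threshold, 8 stayed past it with an estimated correlation. Fatty acid synthesis and desaturation lost its call there (adjusted p = 0.203 for AZC and 0.298 for PEG) and with 1 clone per gene (adjusted p = 0.0642 and 0.163), as did nitrogen and sulfur assimilation under TUN (adjusted p = 0.203 and 0.0983). With 1 clone per gene, starch synthesis has too few genes for a test. By fry but not camera, wound and defence responses passed under TUN and AZC (adjusted p = 0.0316 and 0.0301). So did seed storage proteins under TUN and AZC (0.0316 and 0.0308). Transcription factors under TUN and PEG (0.0335 and 0.0166) and vacuolar proteases under TUN (0.0308) also passed by fry alone. Nitrogen and sulfur assimilation under TUN did not pass fry (0.116).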

Differences from the paper's values

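At the paper's fold limits and t-test, the number of clones raised by TUN was 269, against the paper's 179; it no longer differed by over 1.5 times with plain subtraction of the background, no background correction, median centring, stricter filter, the authors' value table, no intensity trend, replicate block, limma with the paper's fold limits, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, only treated in Cy5 and only treated in Cy3, and still did with print-tip loess, no filter, 12 hybridizations with a dye term, a separate fit per treatment, the methods' t-test without a fold limit, the methods' t-test after Benjamini-Hochberg, without TUN replicate 1 and without TUN replicate 2. At the paper's fold limits and t-test, the number of clones lowered by AZC was 296, against the paper's 180; it no longer differed by over 1.5 times with plain subtraction of the background, no background correction, print-tip loess, stricter filter, the authors' value table, no intensity trend, replicate block, limma with the paper's fold limits, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, only treated in Cy5 and only treated in Cy3, and still did with median centring, no filter, 12 hybridizations with a dye term, a separate fit per treatment, the methods' t-test without a fold limit, the methods' t-test after Benjamini-Hochberg, without AZC replicate 1, without TUN replicate 1 and without TUN replicate 2. At the paper's fold limits and t-test, the number of clones lowered by TUN and AZC and raised by PEG was 0, against the paper's 1; it no longer differed by over 1.5 times with the authors' value table, and still did with plain subtraction of the background, no background correction, median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, the methods' t-test without a fold limit, the methods' t-test after Benjamini-Hochberg, limma with the paper's fold limits, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2, only treated in Cy5 and only treated in Cy3. Without the fold limits and t-test of the paper, by limma calls alone, are the counts with no intensity trend, the dye term, the replicate block, a separate fit, each replicate left out and each orientation alone.

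For AW471814 (BiP) under AZC the fold change was 53.0, against the paper's 31.899; the difference closed with plain subtraction of the background, no background correction, the authors' value table, without AZC replicate 1 and only treated in Cy5, and not with median centring, print-tip loess, no filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2 and only treated in Cy3. For AW567734 (glyceraldehyde-3-phosphate dehydrogenase) under AZC the fold change was −28.3, against the paper's −18.6057; the difference closed with plain subtraction of the background, no background correction, median centring, print-tip loess, the authors' value table, without AZC replicate 2 and only treated in Cy3, and not with no filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2 and only treated in Cy5. For AW397007 (calnexin) under AZC the fold change was 10.8, against the paper's 7.15634; the difference closed with plain subtraction of the background, no background correction, the authors' value table, without AZC replicate 2 and only treated in Cy3, and not with median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2 and only treated in Cy5. For AI960953 (FAD3A) under AZC the fold change was −5.56, against the paper's −3.5388; the difference closed with plain subtraction of the background, no background correction and the authors' value table, and not with median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2, only treated in Cy5 and only treated in Cy3. For AW472193 (granule-bound starch synthase) under AZC the fold change was −34.3, against the paper's −17.5848; the difference closed with plain subtraction of the background and the authors' value table, and not with no background correction, median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2, only treated in Cy5 and only treated in Cy3. For AW472193 (granule-bound starch synthase) under PEG the fold change was −10.8, against the paper's −7.20354; the difference closed with plain subtraction of the background, no background correction, the authors' value table, without PEG replicate 2 and only treated in Cy5, and not with median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without TUN replicate 1, without TUN replicate 2 and only treated in Cy3. For AI794656 (phospholipase C) under PEG the fold change was 5.27, against the paper's 3.34839; the difference closed with plain subtraction of the background, no background correction, median centring, the authors' value table and only treated in Cy5, and not with print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2 and only treated in Cy3. For AW508066 (calnexin) under AZC the fold change was 33.3, against the paper's 15.0287; the difference closed with plain subtraction of the background and the authors' value table, and not with no background correction, median centring, print-tip loess, no filter, stricter filter, no intensity trend, 12 hybridizations with a dye term, replicate block, a separate fit per treatment, without AZC replicate 1, without AZC replicate 2, without PEG replicate 1, without PEG replicate 2, without TUN replicate 1, without TUN replicate 2, only treated in Cy5 and only treated in Cy3.

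Of 115 clone values set beside those in the paper's additional files, 8 differ, counted where the folds lie more than 1.5 times apart and further apart than the standard deviation of the replicates; a fall is written as a negative fold change. Of 74 responses that the paper lists for the named clones, 70 were tested, 69 were called in the paper's direction and 0 in the opposite one. The paper lists CYP93E1 (AW507877) as lowered by PEG; here its log2 ratio was −1.26 (adjusted p = 0.0680), and it was called at the paper's criteria and with median centring (adjusted p = 0.0254), 12 hybridizations with a dye term (adjusted p = 0.0080), replicate block (adjusted p = 0.0339), a separate fit per treatment (adjusted p = 8.3e-05), without TUN replicate 1 (adjusted p = 0.0082), without TUN replicate 2 (adjusted p = 0.0082) and only treated in Cy3 (adjusted p = 0.0482). It was also called with the quantitation day as a random block (adjusted p = 0.0155), an alternative chosen after seeing the data; of the paper's responses called here, it drops 0. Not tested here, for want of both orientations in both replicates, were AW471814 (BiP) under TUN, AW568142 (PM9) under PEG, AW568206 (PM34) under PEG and AW472190 (granule-bound starch synthase) under TUN; each was called in the paper's direction at the paper's criteria, and by limma with 1 orientation enough, chosen after seeing the data, which drops 1 of the paper's responses called here (AW471814 under PEG).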

Other observations

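The tests on the exchanged files, on the plants and times shared by AZC and PEG, and on PEG lowering the clones raised by ER stress were chosen after the results had been seen; those on the background correction were not. Under AZC, limma called 4 clones of antioxidant defence, and all 4 calls were lost without AZC replicate 1. SODB (AI959792), an iron superoxide dismutase, had a log2 ratio of −1.34, DHAR3 (AW509423), which recycles ascorbate, of −0.87, and the glutathione S-transferase GSTF5 (AW507753) of −0.72, while GSTU41 rose. Of 13 tested clones of this list 1 rose and 3 fell (3 and 4 when adjusted over the list alone; median −0.08, mean −0.16; camera, adjusted p = 0.647). Under TUN, 2 of 14 rose, GSTU41 and a ferritin clone, and 0 fell (median −0.03, mean 0.18, which differ in sign; camera, adjusted p = 0.549). VPE2 (AW279101), a vacuolar processing enzyme, was the 1 of 5 tested vacuolar proteases to fall under TUN (median −0.25, mean −0.33; camera, adjusted p = 0.437), and VPE (AW568832) the 1 of 5 to rise under PEG (1 up and 1 down when adjusted over the list alone; median −0.09, mean −0.03; camera, adjusted p = 0.966). The call of VPE2 was lost without TUN replicate 1 (adjusted p = 0.0695) and with only the hybridizations treated in Cy3 (0.144), and that of VPE without either PEG replicate (0.0965 and 0.319), with median centring (0.0510) and with either dye alone. VPE2 had a log2 ratio of −0.77 under PEG (adjusted p = 0.0602), which passed the test with PEG fitted by itself (adjusted p = 0.0117) and in several other settings. Under AZC, limma called 0 of 6 (0 higher and 1 lower at an unadjusted p under 0.05; median 0.06, mean −0.02, which differ in sign; camera, adjusted p = 0.983).

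Nitrogen and sulfur assimilation was lower as a set under TUN (camera, adjusted p = 0.0219; adjusted p = 0.203 with an estimated correlation; median −0.52, mean −0.61), with 1 of 5 clones called, GS-2 (2 when adjusted over the list alone). Under AZC the GS-2 clone AI736144 was again the 1 of 7 to fall (median −0.33, mean −0.29, and adjusted p = 0.505 with camera). The other GS-2 clone (AW186035) was tested and not called. Of 10 tested clones of fatty acid synthesis and desaturation, TUN lowered 1, the FAD3A clone AI960953 (adjusted p = 0.823 with camera). The list's median of 0.06 and mean of −0.03 differ in sign. Of 8 tested clones of phenylpropanoid, flavonoid and lignin synthesis, AZC lowered 1, F3H (median −0.01, mean −0.25; camera, adjusted p = 0.673), and for PEG limma called 0 (0 higher and 0 lower at an unadjusted p under 0.05; median 0.10, mean 0.03; camera, adjusted p = 0.757). The seed storage list gave camera adjusted p = 0.647 under TUN (median −0.04, mean −0.11) and 0.823 under PEG (median 0.0043, mean −0.08, which differ in sign). UBC4 (AW471679), the named spot for ER-associated degradation and ubiquitin, had log2 ratios of −0.04 under AZC and 0.12 under PEG, and the translation factor EF1BGAMMA4 (AI959786) of −0.32 under TUN and −0.20 under AZC, none of which passed the test (adjusted p = 0.326 or more). The named spots include 0 of ribosomal proteins, 0 of histones and 0 of the cytoskeleton.

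The scanner files of PEG replicate 1 run against the authors' ratios. Wrong dye labels alone would leave each file correlated with its own hybridization's ratios at over 0.9 in size, but the higher of these correlations was 0.531. An exchange of the 2 files would need each to match the other hybridization, and the lower of these was 0.985. If only the authors' ratios had been exchanged, each file, turned by its label, would correlate above 0 with the ratios of PEG replicate 2, but the highest of these correlations was −0.481, which argues against it. An exchange of the files is thus a candidate explanation; an exchange of the labels and the ratios together would look the same and stays open, and no biological explanation was tested.

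AZC and PEG, which share their solvent and time, had ratios with a covariance of 0.170 across clones, from 0.158 to 0.183 between single replicates, against 0.102 to 0.125 for TUN and PEG; in 100 simulations with shared water plants and no response in common the covariance of AZC and PEG averaged 0.0118, with a maximum of 0.0134. If the same water plants had served AZC and PEG by replicate number, the deviations of same-numbered replicates would run together, and they had r = −0.0698, which argues against it. For pairs with different controls, r was 0.134 for TUN and AZC and −0.0570 for TUN and PEG. The measure thus varies by that much without shared plants. Sharing in another arrangement stays open. In those simulations, clones called the same way averaged 0.07, with a maximum of 2, against 135 observed. Independent lists of the observed sizes would share 7.31 raised and 15.9 lowered clones. The simulations thus held far fewer calls than the data, so that this comparison of calls cannot show what shared plants would add. The correlation and the signs, unlike the covariance, did not set the data apart from the simulations: the correlation was 0.486 against a simulated mean of 0.501 (maximum 0.536), and clones of the same sign were 64.0% against 66.6%. A shared time or solvent and a shared biological response to AZC and PEG cannot be told apart, since time and solvent go with the treatments.

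Clones of 1 gene differed in the size of their response: the calnexin clones AW508066 and AI748065 by 3.75 on the log2 scale under TUN, and the starch synthase clones AW472193 and AI940891 by 4.23 under AZC. If the background correction had compressed the weaker clone, plain subtraction would bring them within 2, but the differences were 3.41 and 3.23, which argues against it as the whole cause. Cross-hybridization and spot quality were not tested, and the design gives no biological explanation to test.

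A hypothesis that PEG lowers the clones raised by ER stress as a group, beyond the BiP and calnexin clones, was tested and not borne out: of 62 clones raised by TUN and AZC outside that list and tested under PEG, 13 rose and 2 fell, with a median log2 ratio of 0.10 and 25 below 0.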
